# Extension of Lifespan in *C. elegans* by Naphthoquinones That Act through Stress Hormesis Mechanisms

**DOI:** 10.1371/journal.pone.0021922

**Published:** 2011-07-13

**Authors:** Piper R. Hunt, Tae Gen Son, Mark A. Wilson, Quian-Sheng Yu, William H. Wood, Yongqing Zhang, Kevin G. Becker, Nigel H. Greig, Mark P. Mattson, Simonetta Camandola, Catherine A. Wolkow

## Abstract

Hormesis occurs when a low level stress elicits adaptive beneficial responses that protect against subsequent exposure to severe stress. Recent findings suggest that mild oxidative and thermal stress can extend lifespan by hormetic mechanisms. Here we show that the botanical pesticide plumbagin, while toxic to *C. elegans* nematodes at high doses, extends lifespan at low doses. Because plumbagin is a naphthoquinone that can generate free radicals in vivo, we investigated whether it extends lifespan by activating an adaptive cellular stress response pathway. The *C. elegans* cap‘n’collar (CNC) transcription factor, SKN-1, mediates protective responses to oxidative stress. Genetic analysis showed that *skn-1* activity is required for lifespan extension by low-dose plumbagin in *C. elegans*. Further screening of a series of plumbagin analogs identified three additional naphthoquinones that could induce SKN-1 targets in *C. elegans*. Naphthazarin showed *skn-1*dependent lifespan extension, over an extended dose range compared to plumbagin, while the other naphthoquinones, oxoline and menadione, had differing effects on *C. elegans* survival and failed to activate ARE reporter expression in cultured mammalian cells. Our findings reveal the potential for low doses of naturally occurring naphthoquinones to extend lifespan by engaging a specific adaptive cellular stress response pathway.

## Introduction

As organisms age, cellular proteins, lipids and nucleic acids sustain damage that can lead to functional deficits in tissues and, ultimately, death. The free radical theory of aging proposes that aging results, at least in part, from damage to cellular components by reactive oxygen species (ROS), such as nitroxides, hydrogen peroxide and superoxide anion. Indeed, oxidative modification is a major form of damage detected in aging tissues [1]–[3]. ROS occur as byproducts of normal mitochondrial metabolism, but are also produced by environmental sources, including some biological toxins. Levels of oxidative damage correlate with relative age and extent of functional decline, consistent with oxidative damage acting as a contributing force driving tissue decline with age [4], [5]. Aging-related diseases, such as Alzheimer's disease and cancer, have also been linked to oxidative damage [6], [7]. Multiple lines of evidence suggest that attenuating stressful insults or increasing stress resistance can delay aging and functional decline in model organisms and in human tissues [8]–[10]. Such data support the concept that chemicals with prolongevity activity can be identified by their ability to activate stress response pathways.

Stress hormesis occurs when toxic agents elicit beneficial effects at low concentrations and is classically described by an inverted U-shaped dose response curve [11]. Stress hormesis has been observed for both thermal and oxidative stressors. Sublethal thermal stress is protective against subsequent thermal stress in yeast, worms, and flies [12]–[14]. In *Caenorhabditis elegans*, sublethal thermal stress can extend adult lifespan, suggesting that thermal stress responses overlap with prolongevity pathways in this organism [13], [15], [16]. Chemical stress can induce heat shock protein expression and thermotolerance in *Saccharomyces cerevisiae* [17]. Cultured cells and whole organisms are protected from oxidative stress by pretreatments with hyperbaric oxygen or low levels of free-radical generators such as paraquat or juglone [16], [18]. In addition, mild oxidative stress from low concentrations of juglone extended *C. elegans* lifespan, suggesting that oxidative stress response pathways also overlap with prolongevity pathways in *C. elegans* [19]. The close link between stress and aging suggests that interventions harnessing hormetic mechanisms may extend lifespan or delay age-associated functional decline. However, challenges for developing hormetic mechanisms into anti-aging therapies include the relatively small dose range providing protective benefits and the toxic effects of higher doses. Therefore, studies are needed to determine the feasibility of modifying hormetic agents to extend the beneficial dose range and minimize toxicity.

Here, we report that hormetic chemicals can be modified to optimize beneficial effects and minimize toxicity in *C. elegans*, a model for studying aging in whole organisms. *C. elegans* is well-suited to this problem due to the short lifespan, ease of genetic manipulation and transparent anatomy. First, we examined whether lifespan extension is common among biological toxins with various chemical structures and mechanisms of action. In a small screen of natural phytochemicals, we identified two ROS generating compounds, plumbagin and juglone, which extended lifespan at subtoxic doses. Mean lifespan extension by plumbagin was dependent on SKN-1, a cap‘n’collar transcription factor that promotes antioxidant gene expression in response to oxidative stress [20]. We further screened a collection of six plumbagin analogs, identifying three additional naphthoquinones that activated expression of a *skn-1* target. One of these could extend lifespan over a larger range of doses than plumbagin, demonstrating the utility of stress hormesis mechanisms as promising prolongevity intervention. The other compounds had differing effects on longevity, possibly reflecting structure-specific alterations in stability and toxicity. This work highlights *C. elegans* as an experimental approach for identifying lead compounds with the potential to act on conserved targets.

## Results

### A screen for biological toxins with hormetic prolongevity activity

To gain a better understanding about the ability of phytotoxins to extend lifespan through stress hormesis mechanisms, we conducted a small screen of 14 phytochemicals which was derived from a larger collection of 30 phytochemicals used to identify compounds activating stress response pathways in cultured cells [21]. These compounds represented a diverse range of chemicals, including lignins, lipids, alcohols and cyclic compounds, encompassing at least three modes of action, ROS generators, antifeedants and neurotoxins (Table 1). For the *C. elegans* screen, we examined survival of populations of roughly 40 sterile *fem-1(hc17)* adults treated with each of the 14 phytochemicals [22]. First, each phytotoxin was tested for toxicity at 200 µM. Four phytotoxins were toxic at this dose (plumbagin, visnagin, eugenol and farnesol) and were retested at 100 µM (Table 1). At 100 µM, toxicity was observed for plumbagin, visnagin and eugenol, while farnesol had no effect. Plumbagin, visnagin and eugenol were further tested at 60, 30 and 10 µM doses. At both 60 and 30 µM, plumbagin demonstrated a prolongevity effect with treated animals surviving longer than controls. A previous study reported that 50 µM plumbagin was toxic to *C. elegans* [23]. This variation in hormetic and toxic dose ranges for plumbagin may reflect variability in culturing conditions between laboratories. We further tested 300 µM doses for 10 phytotoxins that were not toxic at 200 µM. Of these, juglone, piperine, veratrine and asarone were toxic at 300 µM, although they had shown no benefit or toxicity at 200 µM. We examined these at 100 µM and found that juglone was beneficial and could extend lifespan at this concentration. In an independent study, 40 µM juglone extended *C. elegans* lifespan in axenic media [19].

**Table 1:** Screen for hormetic prolongevity activity in *C. elegans*.

Mechanism	Compound	Notes	Relative survival; (µM dose)					
			300	200	100	60	30	10
ROS generators	Plumbagin	antiproliferative yellow pigment		<	<	>	>	≈
	Juglone	herbicidal brown pigment	<	≈	>			
	Visnagin	vasodilator		<	<	<	<	≈
Neurotoxins	Eugenol	TRPV channel agonist		<	<	≈	≈	≈
	Piperine	TRPV channel agonist	<	≈	≈			
	Veratrine	Na+ channel antagonist	<	≈	≈			
	Anabasine	Nicotinic agonist	≈	≈	≈			
	Domoic acid	Neurotoxin	≈	≈				
Antifeedants	Farnesol	Membrane disruptor Sesquiterpenoid		<	≈			
	a-Asarone	Phenylpropanoid	<	≈	≈			
	Marmesin	Coumarin	≈	≈				
	Precocene II	Cytotoxin	≈	≈				
	Sesamin	Lignin	≈	≈				
Translation inhibitor	L-canavanine	Arginine analog	≈	≈				

Empty cells, dose not tested; (<) shorter survival than untreated controls; (≈) approximately equal survival to untreated controls; (>) longer survival than untreated controls.

The microbial environment can be a source of stress that shortens *C. elegans* lifespan [24], [25]. Therefore, all subsequent experiments were conducted in the presence of 5-fluoro-2′-deoxyuridine (FUDR), a DNA synthesis inhibitor which is both bacteriostatic and bacteriocidal [26], [27]. In four trials with wild type *C. elegans*, treatment with 25 µM plumbagin was associated with an average increase in mean lifespan of 12+/−2% (p<0.0001, two-way ANOVA) (Fig. 1, Table S1). Treatment with 50 µM plumbagin was also associated with a significant increase of mean lifespan in two of three trials. These doses of plumbagin did not increase maximum lifespan. Plumbagin's prolongevity effect was lost at 100 µM and doses between 200–500 µM were toxic. Based on this screen, we conclude that plumbagin and juglone possessed hormetic activity that could extend lifespan in *C. elegans*. We did not detect beneficial effects from the other phytotoxins tested, although we cannot rule out the possibility that we failed to test the appropriate doses for hormesis.

**Figure 1:**
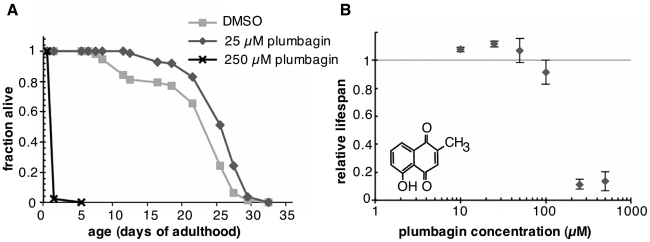
Low-dose plumbagin increases mean lifespan in C. elegans by stress hormesis. (A) Survival of wildtype adults treated with DMSO vehicle, 25 or 250 µM plumbagin. Mean lifespan was extended by 25 µM plumbagin (n = 137, p<0.0001) while the 250 µM dose was toxic and shortened lifespan (n = 144, p<0.0001). (B) Dose-response curve for mean survival relative to plumbagin concentration (µM). The plot shows an inverted U-shaped curve characteristic of stress hormesis. Error bars indicate variation in two to four independent lifespan experiments per dose. Individual trial data are presented in Table S1.

### Low concentrations of plumbagin extend *C. elegans* lifespan through stress-responsive transcription factors

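RNA from adult *C. elegans* given 100 µM plumbagin for 2 days was compared with RNA from adults given only the vehicle, 0.2% DMSO, in 4 biological replicates of about 1000 animals per sample. Of 12825 genes tested, 110 were higher and 17 lower with plumbagin at an adjusted p under 0.05 from limma, 58 and 9 of them by at least 2-fold. The largest rise was that of *sdz-8*, a SKN-1 dependent zygotic transcript, with a log2 ratio of plumbagin over DMSO of 4.02 (standard error 0.21, n = 4 arrays, adjusted p = 0.000753 from limma). Among the other large rises were ZK742.4 at 2.98 (adjusted p = 0.000753), the C-type lectin gene *clec-3* at 2.10 (adjusted p = 0.00093), *nspa-1*, whose probe the files list for ZC412.7 too, at 2.10 (adjusted p = 0.0417) and *pud-3* at 2.01 (adjusted p = 0.0143). The largest fall was that of C50F7.5 at −2.2 (standard error 0.32, adjusted p = 0.0339 from limma). It was followed by the lysozyme gene *ilys-3* at −1.81 (adjusted p = 0.0295), F14H12.3 at −1.60 (adjusted p = 0.031), and the transthyretin-related genes *ttr-29* at −1.51 (adjusted p = 0.0143) and *ttr-27* at −1.46 (adjusted p = 0.0258). The genes *scl-11*, *dod-22*, Y54G2A.10, *clec-10* and *scl-2* followed, with log2 ratios from −1.36 to −1.00.

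The samples were hybridised to 4 Agilent arrays with 2 colours. Each array carried both samples of a replicate, with the DMSO sample labelled with Cy3 and the plumbagin sample with Cy5. The dyes were not exchanged on any array, so an effect of the dye on a single gene cannot be told from an effect of plumbagin. RNA input to labelling was 500 ng in replicate 1, 1000 ng in replicates 2 and 3 and 2000 ng in replicate 4. From 64.9% to 69.7% of the DMSO spots and from 61.1% to 71.2% of the plumbagin spots were well above background, with both shares lowest in replicate 1, and no spot was saturated. The authors' deposited scanner files give the brightness and local background of each spot as linear intensities. The file of each array stands under both of its samples with identical values and was counted once. Here the background was corrected by normexp with an offset of 50, the log2 ratio was normalized by loess within each array, and spots of a probe were averaged. Probes were kept if well above background in at least 1 channel on at least 3 of the 4 arrays, which left 13535 probes. The mean ratio over a gene's probes was then tested against 0.

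Every one of the 127 genes past the threshold had the same sign on all 4 arrays, which the test itself favours, against 2757 of all 12825 genes tested. Across the 12825 genes, which are not independent replicates, the log2 ratios of replicates 2 and 4 correlated with r = 0.70, while those of replicate 3 correlated with r = 0.24 with replicate 1 and 0.04 with each of replicates 2 and 4. Without replicate 3, 193 genes were higher and 90 lower, and without replicate 4, 10 were higher and 2 lower.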

To identify pathways activated by plumbagin, we performed microarray analysis of *C. elegans* gene expression after a 2-day treatment with 100 µM plumbagin. This dose is slightly greater than that required for stress hormesis but is only weakly toxic to adult *C. elegans* (0%, −11%, −16% in 3 trials, Table S1). We chose this dose with the goal of maximizing the expression level of plumbagin-responsive genes. 

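Among the redox enzymes examined here as gene lists, most members did not pass the test, while single genes rose strongly. The lists were drawn up by gene class or by hand. They leave out other redox enzymes and need not hold the genes of the study's GO term. The short-chain dehydrogenase gene *dhs-8* (K10H10.3), whose probe lies on chromosome II from 14499481 to 14499540 in the array files (genome build not given in the sources used here), rose 2.77-fold, with a log2 ratio of 1.47 (standard error 0.14, n = 4 arrays, adjusted p = 0.00856 from limma). It was the 1 member of 33 short-chain dehydrogenases to pass, with no member lower, and 3 were higher when adjusted over the list alone. The dehydrogenase gene *dhsl-4*, outside that list, rose 3.73-fold, with a log2 ratio of 1.90 (standard error 0.15, adjusted p = 0.00413 from limma). Of 22 antioxidant and glutathione enzymes none passed limma's test over all genes or adjusted over the list alone, with 4 higher and 2 lower at an unadjusted p under 0.05. In this list the superoxide dismutase gene *sod-1* had a log2 ratio of 0.31 (adjusted p = 0.219), the peroxiredoxin gene *prdx-2* of 0.34 (adjusted p = 0.219) and the catalase gene *ctl-3*, whose probe the files list for *ctl-1* too, of −0.38 (adjusted p = 0.177), which turned to 0.04 with array medians centred.

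The short-chain dehydrogenases had a median log2 ratio of 0.17 and stood above the other genes in limma's camera test with its preset correlation between genes (adjusted p = 0.00173), but not when the correlation was estimated (adjusted p = 0.554 with an estimated correlation). The antioxidant and glutathione enzymes, with a median of 0.10, did not (adjusted p = 0.28, and 0.586 with an estimated correlation). With 4 arrays the test with an estimated correlation has little power. Even the *skn-1* targets of Table 2, with all 14 above 0, had an adjusted p of 0.207 from camera with it. Both enzyme lists were set before the data were examined, but with the study's result on redox enzymes in these samples known, so they are not independent evidence of its direction.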

GO analysis revealed that the strongest effect of plumbagin was upregulated expression of oxidoreductase activity, consistent with plumbagin's action as an oxidative stressor (Fig. 2A) [28], [29]. Additionally, plumbagin treatment was associated with repression of growth, development and reproductive processes, indicating a shift from energy expenditure to energy conservation and repair (Fig. 2B). 

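Genes of the germline, the oocyte and the cuticle were mostly below DMSO with plumbagin by small amounts, and sperm and early embryo genes mostly above it. Of 24 oocyte and eggshell genes 22 had a log2 ratio below 0, as did 18 of 23 germline genes, 28 of 36 cell cycle genes, 28 of 35 histone genes and 86 of 110 cuticle collagen genes. Of 15 early embryo genes 12 were above 0, and of 42 sperm genes 31. The oocyte gene *oma-1* had a log2 ratio of −0.60 (standard error 0.18, n = 4 arrays, adjusted p = 0.218 from limma) and the germline Argonaute gene *csr-1* of −0.44 (standard error 0.14, adjusted p = 0.268 from limma). The cuticle collagen genes *dpy-13* and *dpy-5*, which shape the body, had ratios of −1.41 (adjusted p = 0.102) and −1.27 (adjusted p = 0.0998).

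No member of the germline, oocyte, cell cycle or histone lists passed limma's test over all genes or adjusted over the list alone, with 0, 1, 2 and 2 members higher and 5, 5, 2 and 8 lower at an unadjusted p under 0.05. Of the collagens, *col-76* alone was higher, at 0.62 (adjusted p = 0.0417), and none was lower, with 34 lower at an unadjusted p under 0.05. Of 23 genes of larval moulting and larval cuticle none passed over all genes, with 9 lower at an unadjusted p under 0.05, and 3 were lower when adjusted over the list alone. Among the early embryo genes *sdz-28* was higher, at 0.87 (adjusted p = 0.0406), and 3 were higher when adjusted over the list alone. No sperm gene passed either way, with 6 higher and 1 lower at an unadjusted p under 0.05.

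As whole lists, the shifts against the other genes were down for the germline (median −0.26, adjusted p = 0.00165 from camera, and 0.625 with an estimated correlation) and the oocyte and eggshell (median −0.24, adjusted p = 0.000602 from camera, and 0.625 with an estimated correlation). So were the cell cycle (median −0.13, adjusted p = 0.0289 from camera, and 0.644 with an estimated correlation) and the histones (median −0.17, adjusted p = 0.00118 from camera, and 0.624 with an estimated correlation). In the cuticle, the collagens (median −0.19, adjusted p = 1.9e-06 from camera, and 0.547 with an estimated correlation) and larval moulting (median −0.16, adjusted p = 0.00713 from camera, and 0.599 with an estimated correlation) were shifted down. They were up for the early embryo (median 0.25, adjusted p = 0.000484 from camera, and 0.547 with an estimated correlation) and sperm (median 0.17, adjusted p = 0.00272 from camera, and 0.625 with an estimated correlation). The sperm median was 0.25, 0.20, 0.09 and −0.09 in replicates 1 to 4, so below 0 in replicate 4. With array medians centred in place of loess, the median of all genes moved to 0.18. The oocyte and cell cycle lists then turned to 0.26 and 0.25, the germline and histone lists to 0.02 and 0.12, and the collagens stayed below 0 at −0.11. Median centring leaves the excess of bright over dim spots that loess removes, so these turns cannot be told from a dye trend. Without replicate 3 and without replicate 4 in turn the medians were −0.43 and −0.11 for the oocyte, −0.36 and −0.14 for the germline and −0.24 and −0.06 for the cell cycle. The calls of the germline and the cell cycle were lost without replicate 4, and that of the cell cycle without replicate 2. In the replicates, 8 of the 9 lists of all kinds that were shifted down had a median above 0 in replicate 3, as the plot of list medians by array shows for the germline at 0.16 and the oocyte at 0.24.

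Of 39 translation initiation and elongation factors none passed, adjusted over the list alone included, with 0 higher and 6 lower at an unadjusted p under 0.05, and their median was −0.08 (adjusted p = 0.0227 from camera, and 0.554 with an estimated correlation). Of 74 cytosolic ribosomal proteins none passed either way, with 3 higher and 5 lower at an unadjusted p under 0.05, and their median was −0.04 (adjusted p = 0.189, and 0.625 with an estimated correlation). These medians turned to 0.30 and 0.49 with array medians centred, which likewise cannot be told from a dye trend. With the study's z-scores that of the ribosomal proteins was −0.10 and stood below the other genes (adjusted p = 2.6e-05 from camera). The lists were drawn up knowing the study's GO terms for these samples, so they are not independent evidence of their direction. From the lower GO terms for growth, development and reproduction (Fig. 2B), the paper proposes a shift from energy expenditure to energy conservation and repair.

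**Figure D1:**
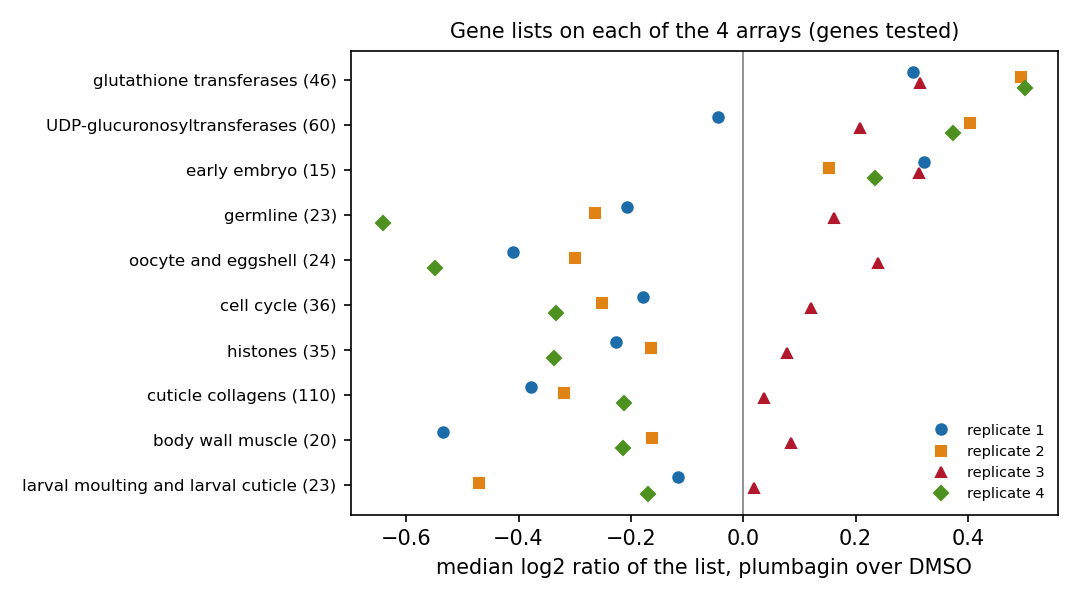
Median log2 ratio of plumbagin over DMSO (x axis) for the tested genes of 10 gene lists (y axis, number of genes in brackets), with a point for each of the 4 arrays. The glutathione transferases lie above 0 on all 4 arrays, while the germline, oocyte and cell cycle lists lie below 0 in replicates 1, 2 and 4 and above 0 in replicate 3. With array medians centred in place of loess the medians over all 4 arrays of the oocyte list (0.26), the cell cycle list (0.25), the germline (0.02), the histones (0.12) and body wall muscle (0.05) lie above 0. The median of all genes is then 0.18, so the germline, the histones and body wall muscle still lie below it.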

Plumbagin treatment led to the upregulation of several genes for glutathione-S-transferases, cytochrome P450 enzymes and small-molecule dehydrogenases, as was previously observed for juglone and hyperbaric oxygen in *C. elegans* [30], [31].

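Of 46 glutathione transferases tested, 14 were higher with plumbagin and none lower at an adjusted p under 0.05 from limma, and 24 were higher when adjusted over the list alone. Their median log2 ratio was 0.36. The genes *gst-12* and *gst-14*, neighbours on chromosome II, rose 3.31-fold and 2.61-fold, with log2 ratios of 1.73 (standard error 0.12, n = 4 arrays, adjusted p = 0.00236 from limma) and 1.38 (standard error 0.09, adjusted p = 0.00236 from limma). *gst-38* rose 3.82-fold, with a log2 ratio of 1.93 (standard error 0.28, adjusted p = 0.031 from limma), less in replicate 3, at 0.74, than on the other arrays. *gst-25*, picked out after its values were seen, was not well above background in DMSO on any array and was at least 2.87-fold higher with plumbagin (adjusted p = 0.00772). This bound sets the plumbagin mean against the lowest signal well above background and is open to dye bias.

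Of 64 cytochrome P450 genes 1 was higher and 2 lower, with 5 higher and 4 lower when adjusted over the list alone. *cyp-13A6* (T10B9.3), with its probe on chromosome II from 9800776 to 9800835, rose 5.99-fold, with a log2 ratio of 2.58 (standard error 0.37, n = 4 arrays, adjusted p = 0.031 from limma), and *cyp-32B1* and *cyp-37A1* fell, with log2 ratios of −0.72 (adjusted p = 0.0363) and −0.74 (adjusted p = 0.0417). The call of *cyp-13A6* was lost without replicate 3 (adjusted p = 0.0561) and without replicate 4 (adjusted p = 0.11). Of 16 aldehyde and alcohol dehydrogenases, the alcohol dehydrogenase gene *sodh-2* alone was higher and none was lower, with 2 higher when adjusted over the list alone. The aldehyde dehydrogenase gene *alh-5* had a log2 ratio of 1.00 (adjusted p = 0.0631).

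In camera the glutathione transferases stood above the other genes (adjusted p = 2.0e-16, and 0.547 with an estimated correlation). The cytochrome P450 genes, with a median that turns below 0 with the scanner software's ratio and is here 0.02, did not (adjusted p = 0.961, and 0.988 with an estimated correlation), nor did the aldehyde and alcohol dehydrogenases, with a median of 0.12 (adjusted p = 0.13, and 0.554 with an estimated correlation). The study named these enzyme classes from these samples, so the lists are not independent evidence of their direction.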

**Figure 2:**
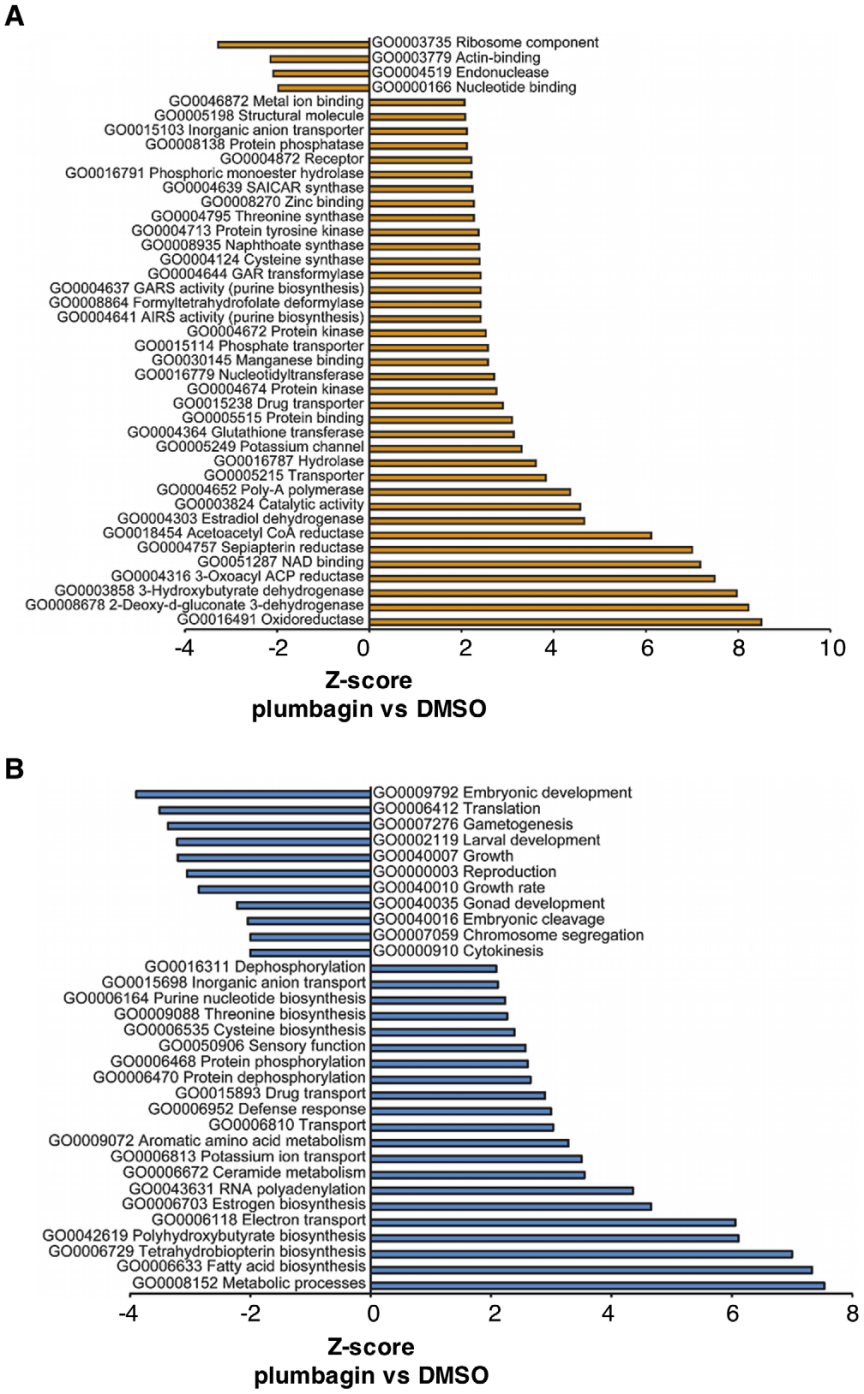
Transcriptional effects of plumbagin under non-toxic conditions in *C. elegans*. (A,B) Results of GO analysis of molecular function (A) and biological processes (B) for transcripts differently expressed in animals treated with plumbagin versus vehicle (DMSO). Results indicate upregulation of genes involved in oxidative stress resistance functions (A) and biological functions related electron transport (B), possible related to electron capture. Furthermore, reductions in growth and developmental processes were identified in plumbagin-treated animals, consistent with a shift of resources to stress response.

CNC-family NF-E2 transcription factors direct antioxidant enzyme expression as part of the Phase 2 stress response, an important pathway for cellular oxidative stress resistance [32]. Plumbagin activates NF-E2 target genes in human neuroblastoma cells [21]. Therefore, the *C. elegans* CNC transcription factor, SKN-1, is one candidate for mediating the beneficial effects of plumbagin. Our microarray analysis surveyed 14 of the top 15 upregulated *skn-1* targets [33]. 

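The *skn-1* targets of Table 2 were higher with plumbagin nearly throughout: 9 of the 14 were at least 2-fold higher, and all 14 had a mean log2 ratio above 0. *gst-4* (K08F4.7), a glutathione transferase gene whose probe lies on chromosome IV from 10142844 to 10142903, rose 5.57-fold, with a log2 ratio of 2.48 (standard error 0.13, n = 4 arrays, adjusted p = 0.000753 from limma) and ratios of 2.61, 2.70, 2.09 and 2.51 in replicates 1 to 4. F56D5.3 rose 4.37-fold, with a log2 ratio of 2.13 (standard error 0.11, adjusted p = 0.000753 from limma), and *dod-17* 3.06-fold, with a log2 ratio of 1.61 (standard error 0.10, adjusted p = 0.00124 from limma). At an adjusted p under 0.05, 9 of the 14 were higher and none lower, and 13 were higher when adjusted over the list alone. Besides the 3 named, they were *gst-13* at 1.00 (adjusted p = 0.00793), F55G11.2 at 1.24 (adjusted p = 0.0258), C32H11.3 at 1.13 (adjusted p = 0.031), *gst-10* at 1.22 (adjusted p = 0.0417), C35B1.5 at 0.98 (adjusted p = 0.0432) and C32H11.4 at 1.12 (adjusted p = 0.0474).

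The sets of 9 by fold and by test are not the same. The nitrilase gene *nit-1*, at 2.67-fold and a log2 ratio of 1.42 (adjusted p = 0.0635), and *dod-24*, at 2.07-fold and a log2 ratio of 1.05 (adjusted p = 0.261), were at least 2-fold higher without passing the test, and *dod-24* ranged from −0.08 in replicate 1 to 2.27 in replicate 4. *gst-13* and C35B1.5 passed just under 2-fold. The aspartyl protease gene *asp-14* (K10C2.3 in the table) had a log2 ratio of 0.62 (adjusted p = 0.102), the carboxypeptidase gene *pcp-2* of 0.29 (adjusted p = 0.32) and Y102A11A.3 of 0.07 (adjusted p = 0.856), which turned below 0 with array weights and without replicate 3. The transcript of *skn-1* itself had a log2 ratio of −0.29 (adjusted p = 0.493).

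As a list the targets had a median log2 ratio of 1.12 and stood above the other genes (adjusted p = 1.8e-17 from camera, and 0.207 with an estimated correlation). A list of 15 SKN-1 regulated detoxification genes, which shares members with the table, had a median of 1.42, with 10 higher and none lower, 12 when adjusted over the list alone (adjusted p = 2.8e-19 from camera, and 0.207 with an estimated correlation). For *gst-4* an exact 2-sided sign-flip permutation test gave p = 0.13, the smallest that 4 arrays allow, and without the pairing by array its adjusted p was 0.144. Leaving out a replicate left 5 of the 14 past the threshold without replicate 1 or 2 and 3 without replicate 4.

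**Figure D2:**
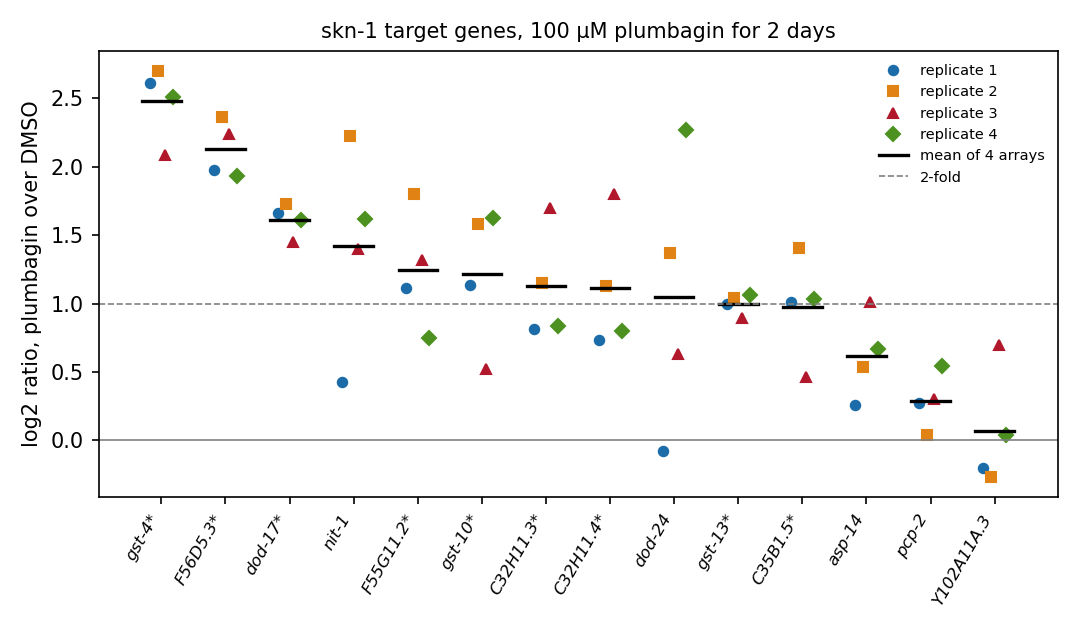
Log2 ratio of plumbagin over DMSO (y axis) for the 14 *skn-1* targets (x axis), with a point for each of the 4 arrays, a bar at their mean and an asterisk on the 9 genes past an adjusted p under 0.05. The *gst-4* points lie between 2.09 and 2.70, above the dashed line at 2-fold, while the points of *dod-24* spread from −0.08 to 2.27.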

Plumbagin treatment increased expression of 9 of these *skn-1* targets by 2-fold or greater (Table 2). A second candidate effector for plumbagin's benefits is the stress-responsive FoxO transcription factor, DAF-16. In *C. elegans*, stresses such as growth factor withdrawal, starvation, oxidative and heat stress, trigger DAF-16/FoxO nuclear translocation and expression of target genes [14], [34]–[37]. In C. elegans, lifespan extension by stress hormesis from juglone required *daf-16* activity [19]. The activities of *skn-1* and *daf-16* are interdependent for lifespan regulation [38]. 

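The *daf-16* targets of Table 3, genes raised when insulin-like signalling is low, moved in both directions. Of the 37 genes in the table 35 were tested, since *asp-3* and *scl-1* were not well above background, and 2 were at least 2-fold higher with plumbagin. The metallothionein gene *mtl-1* was 2.24-fold higher, with a log2 ratio of 1.17 (standard error 0.31, n = 4 arrays, adjusted p = 0.173 from limma) and ratios of 1.75, 2.13, 0.31 and 0.46 in replicates 1 to 4. The alcohol dehydrogenase gene *sodh-2* (K12G11.4), with its probe on chromosome V from 11892326 to 11892385, was 2.17-fold higher, with a log2 ratio of 1.12 (standard error 0.11, adjusted p = 0.00955 from limma). The lysozyme gene *lys-7* had a log2 ratio of −1.90 (standard error 0.33, adjusted p = 0.0534 from limma), with a value below 0 on all 4 arrays.

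At an adjusted p under 0.05, *sodh-2* and the saposin-like gene *spp-12*, at 0.96 (standard error 0.12, adjusted p = 0.0189 from limma), were higher and none was lower, with 12 higher and 4 lower at an unadjusted p under 0.05. When adjusted over the list alone, 9 were higher and 4 lower. Near the threshold stood also the steroid dehydrogenase gene *stdh-2* at 0.58 (adjusted p = 0.0638), which was at 2.05 and passed with the scanner software's processed ratio. Far from it were the heat shock genes *hsp-12.6* at 0.10 (adjusted p = 0.652) and *sip-1* at −0.12 (adjusted p = 0.666), the catalase genes *ctl-1* at −0.32 (adjusted p = 0.239) and *ctl-2* at −0.12 (adjusted p = 0.541), and the insulin gene *ins-18* at −0.14 (adjusted p = 0.496). The ratios of *sip-1*, *ctl-1* and *ctl-2* turned to 0.48, 0.03 and 0.23 with array medians centred in place of loess. The transcript of *daf-16* itself had a log2 ratio of −0.31 (adjusted p = 0.361) and that of *daf-2*, the insulin receptor gene, of −0.12 (adjusted p = 0.589).

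The targets had a median log2 ratio of 0.17 (adjusted p = 0.0187 from camera, and 0.547 with an estimated correlation). The number of targets at least 2-fold higher was 4 with the scanner software's processed ratio and 1 without replicate 1 or replicate 2. The calls of *sodh-2* and *spp-12* were lost without replicate 4 (adjusted p = 0.0697 and 0.117). Both were lost as well with no filter and without the pairing by array, and that of *spp-12* without replicate 1 or 2. The *lys-7* call was gained under some settings, with adjusted p from 0.0148 to 0.755 over all of them.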

Among 38 upregulated *daf-16* target genes [39] surveyed in our experiment, only two were upregulated with 100 µM plumbagin (Table 3). 

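*sod-3*, which encodes a mitochondrial superoxide dismutase (C08A9.1, probe on chromosome X from 17093982 to 17094041), was 1.18-fold higher with plumbagin and did not pass the test, with a log2 ratio of 0.23 (standard error 0.09, n = 4 arrays, adjusted p = 0.328 from limma). Its ratio was above 0 on 4 of 4 arrays, at 0.15, 0.23, 0.34 and 0.21 in replicates 1 to 4. An exact 2-sided sign-flip permutation test over the arrays gave p = 0.13, the smallest that 4 arrays allow. With array medians centred in place of loess, which moved the median of all genes to 0.18, its log2 ratio was 0.41 and passed (adjusted p = 0.0496).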

Plumbagin did not alter expression of sod-3, a direct target of DAF-16 [35].

**Table 2:** Effect of plumbagin on expression of *skn-1* targets.

Sequence ID	Gene name	skn-1 target *	Plumbagin treatment	
			Fold-change	P
K08F4.7	*gst-4*	√	4.9	<0.001
C32H11.4		√	2.1	0.001
C32H11.12	*dod-24*	√	2.0	0.006
ZK1058.6	*nit-1*	√	2.5	<0.001
Y45G12C.2	*gst-10*	√	2.3	0.01
K10D11.1	*dod-17*	√	2.7	<0.001
C32H11.3		√	1.9	0.01
Y102A11A.3		√	−1.1	0.89
T26C5.1	*gst-13*	√	1.8	0.05
F56D5.3		√	3.8	<0.001
K10C2.3		√	1.7	<0.001
F23B2.12	*pcp-2*	√	1.1	0.53
F55G11.2		√	2.0	<0.001
C35B1.5		√	2.0	0.02

Average fold-change from 4 biological replicates comparing gene expression in animals treated with 100 µM plumbagin vs DMSO vehicle control using *C. elegans* 4x44K oligo microarrays (Agilent Technologies, USA).

*14 *skn-1* targets (Oliveira et al. 2009).

**Table 3:** Effect of plumbagin on expression of *daf-2* pathway targets.

Sequence ID∧	Gene name	Plumbagin treatment		Sequence ID∧	Gene name	Plumbagin treatment	
		Fold-change	P			Fold-change	P
C55B7.4	*acdh-1*	−1.2	0.39	F38E11.2	*hsp-12.6*	-1.2	0.24
C46F4.2	*acs-17*	1.0	0.64	T27E4.8	*hsp-16.1*	1.1	0.57
F32A5.5	*aqp-1*	1.2	0.02	Y46H3A.3	*hsp-16.2*	1.0	0.55
K11D2.2	*asah-1*	1.0	0.54	C02A12.4	*lys-7*	−3.4	0.002
H22K11.1	*asp-3*	−1.6	0.13	C17G10.5	*lys-8*	1.2	0.68
C50B8.2	*bir-2*	−1.1	0.60	R03E9.1	*mdl-1*	−1.6	0.15
Y54G11A.6	*ctl-1*	−1.3	0.04	K11G9.6	*mtl-1*	2.2	0.01
Y54G11A.5	*ctl-2*	−1.2	0.21	F49E11.9	*scl-1*	−1.6	0.76
T10B9.1	*cyp-13A4*	−1.2	0.06	F43D9.4	*sip-1*	1.0	0.47
B0213.15	*cyp-34A9*	−1.3	0.23	C08A9.1	*sod-3*	1.0	0.14
K07C6.4	*cyp-35B1*	−1.4	0.41	K12G11.3	*sodh-1*	1.4	0.003
K07E3.3.2	*dao-3*	−1.0	0.68	K12G11.4	*sodh-2*	1.8	<0.001
C24B9.9.1	*dod-3*	−1.7	0.14	T07C4.4	*spp-1*	−1.0	0.26
T20G5.7	*dod-6*	1.4	0.42	T22G5.7	*spp-12*	1.7	<0.001
F10D2.9	*fat-7*	−1.0	0.23	C06B3.4	*stdh-1*	1.2	0.33
C52E4.1	*gcp-1*	−1.0	0.36	F11A5.12	*stdh-2*	1.2	<0.001
C05E4.9	*gei-7*	1.2	0.48	F28D1.3	*thn-1*	−1.1	0.25
R12A1.4	*ges-1*	−1.2	0.97	AC3.7	*ugt-1*	1.0	0.17
T28B8.2	*ins-18*	−1.5	0.87				

∧ 37 *daf-2* pathway targets (Murphy et al. 2003).

Next, we examined whether lifespan extension by low-dose plumbagin required *skn-1* and *daf-16* activity. Consistent with a role for *skn-1*, 25 µM plumbagin did not extend lifespan of *skn-1(zu135)* animals in four independent trials (Fig. 3B). Additionally, *skn-1* RNAi abrogated lifespan extension from treatment with 10, 25 and 50 µM plumbagin (Table S2). Furthermore, *skn-1* RNAi enhanced toxicity of plumbagin at doses of 50 µM and above. Thus, *skn-1* activity was required both for the longevity benefits of plumbagin, and for normal resistance to plumbagin toxicity.

**Figure 3:**
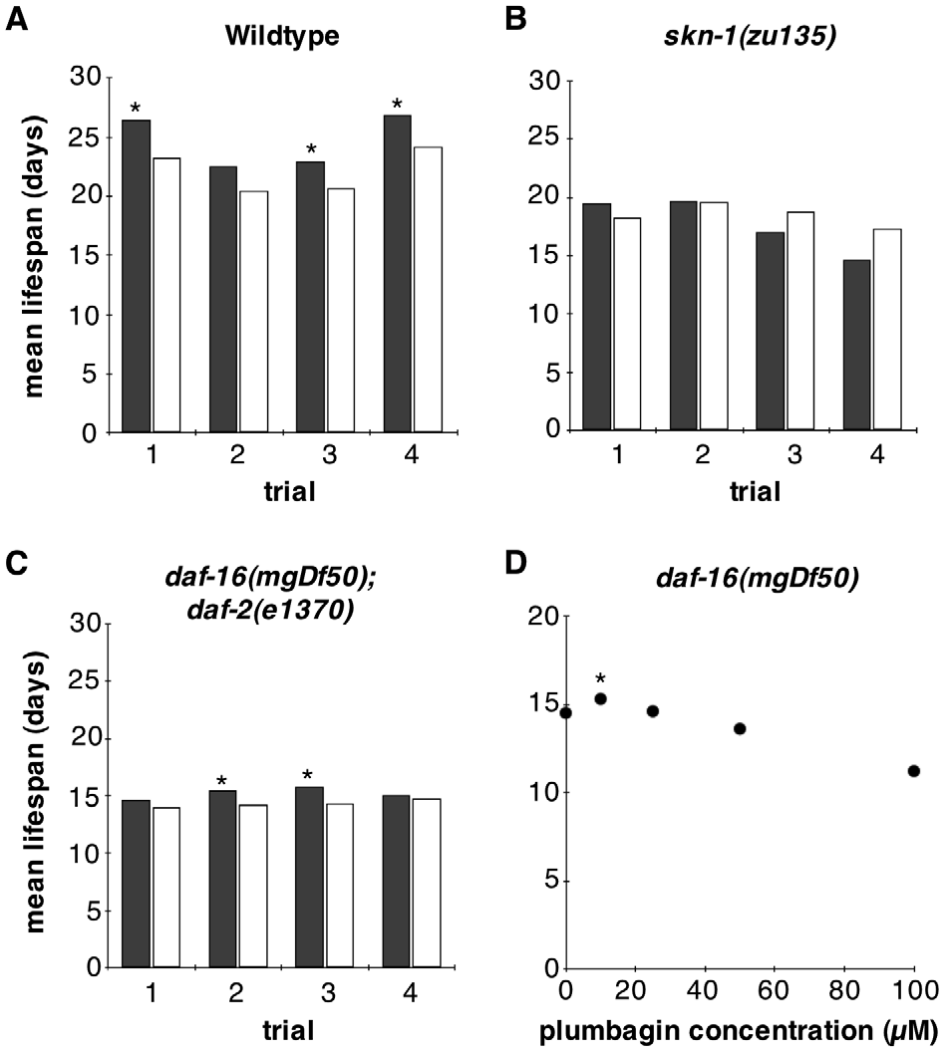
Effect of plumbagin on adult lifespan of *skn-1* and *daf-16* mutants. (A–C) Mean adult lifespan on 25 µM plumbagin (filled columns) compared to vehicle control (unfilled columns) was measured in 4 independently-conducted trials for (A) wildtype, (B) *skn-1(zu135)* and (C) *daf-16(mgDf50); daf-2(e1370)* adults. Asterisks mark trails in which mean adult lifespan was extended by 25 µM plumbagin treatment with Log-Rank probability > 0.01. Lifespan data for additional plumbagin doses is presented on Table S1. (D) Dose-response curve of *daf-16(mgDf50)* adult lifespan at 0, 10, 25, 50 and 100 µM plumbagin. Asterisk indicates a positive effect of plumbagin on lifespan with Log-Rank probability > 0.01. Data for lifespan trials is presented in Table S1.

We also examined the effects of plumbagin on lifespan in both *daf-16(mgDf50);* *daf-2(e1370)* and *daf-16(mgDf50)* backgrounds lacking *daf-16* activity (Fig. 3C, D). Lifespan was extended by plumbagin treatment in these *daf-16*-deficient backgrounds, although the effect was significantly weaker and more variable than in the wildtype background. Together, these results implicate both *skn-1* and *daf-16* as mediators of lifespan extension by low-doses of plumbagin.

### A GFP reporter for a SKN-1 transcriptional target is a dose-responsive biosensor of plumbagin exposure

Using GFP reporters, we examined whether activation of *skn-1* or *daf-16* by low-dose plumbagin could be monitored in vivo. *C. elegans* strain CL2166 carries a GFP reporter expressed from the *gst-4* promoter [40]. The *gst-4* promoter contains two predicted SKN-1 binding sites and *Pgst-4*::GFP expression induced in response to oxidative stress from hyperbaric oxygen and hydrogen peroxide was *skn-1*-dependent [41]. Treatment with 25 µM plumbagin induced expression of *Pgst-4*::GFP in the intestine, with weaker expression in the head and body muscles (Fig. 4B). We quantified *Pgst-4*::GFP fluorescence in the bodies of animals treated for 48 hours with 0-150 µM plumbagin, encompassing a range of beneficial and toxic doses. The increase in *Pgst-4*::GFP was approximately linear between 0-50 µM plumbagin and appeared to become saturated, but also variable, at higher plumbagin doses (Fig. 4A, Table S2). In three trials, the beneficial dose of 25 µM plumbagin was associated with a 57+/−13% increase in *Pgst-4*::GFP fluorescence over background (p<0.001, T-test). 50 µM plumbagin induced a range of *Pgst-4*::GFP levels, with whole worm fluorescence increased by 96%, 173%, and 241% compared to controls in three trials. We note that 50 µM plumbagin increased lifespan in a subset of trials, suggesting that this concentration may represent the upper end of the beneficial dose range. *Pgst-4*::GFP induction by plumbagin was *skn-1*-dependent. In animals treated with *skn-1* RNAi, plumbagin failed to induce *Pgst-4*::GFP expression in most tissues (Fig. 4B; Table 4). The idea that there is an optimal window of *skn-1* activity for lifespan extension is consistent with data showing that moderate over-expression of *skn-1* extended lifespan while high-copy over-expression of *skn-1* was toxic [38].

**Figure 4:**
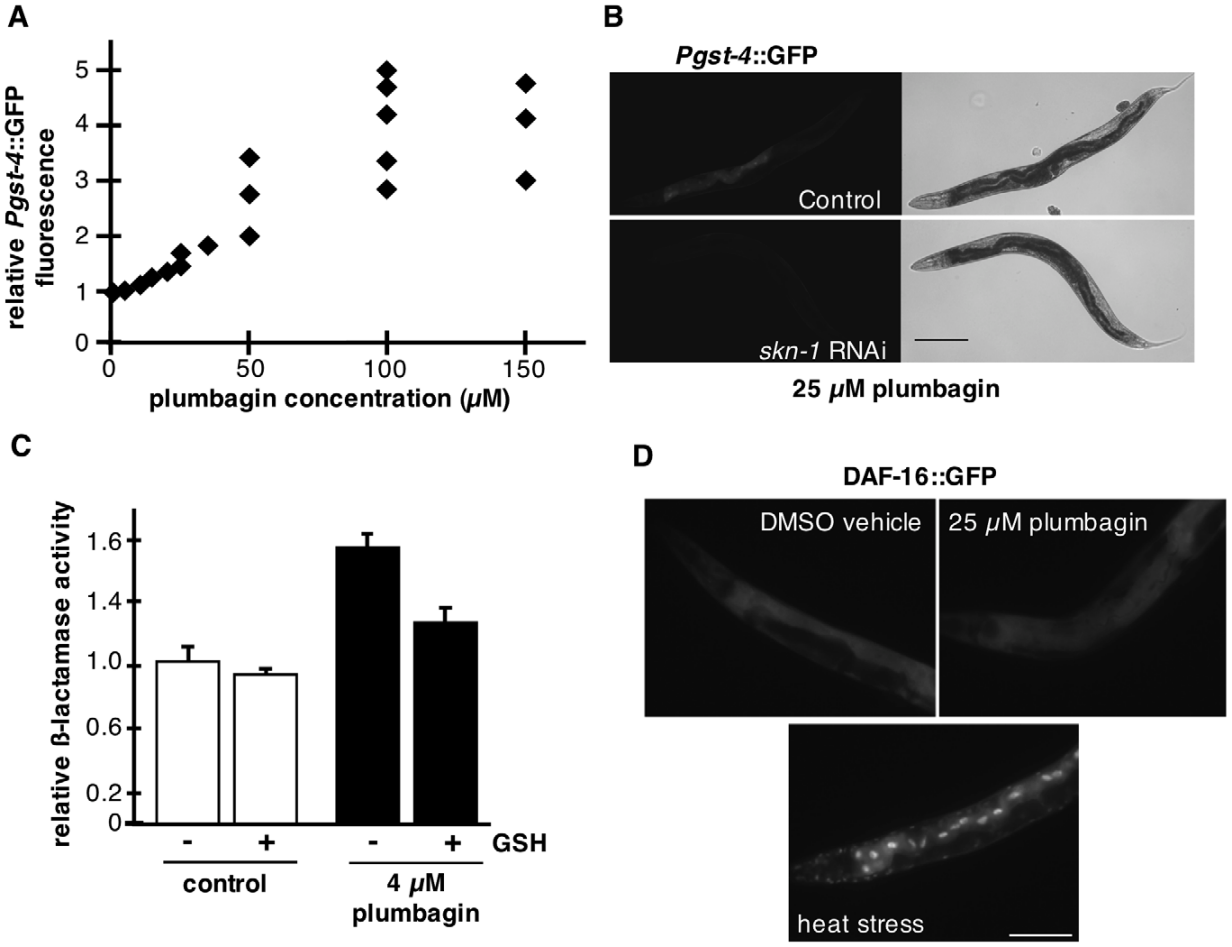
Effect of low-dose plumbagin on DAF-16, SKN-1 and ARE transcriptional reporters in *C. elegans* and HepG2 cells. (A) Dose-response curve for *Pgst-4*::GFP fluorescence versus plumbagin concentration. Levels of *Pgst-4*::GFP were determined for a minimum of 20 worms per condition per trial by average background-subtracted values for whole worm fluorescence of treated animals normalized to controls; p<0.0001 (T-test) in every trial at doses of 20 µM plumbagin and above. Each data point represents a single trial. Results for individual trials are shown in Table S2. (B) Representative images of *Pgst-4*::GFP in wildtype day 1 adults treated for two days with 25 µM plumbagin under control conditions (left panel) or with skn-1 RNAi (right panel). In control animals, 25 µM plumbagin was associated with increased *Pgst-4*::GFP in the intestine and muscles and skn-1 RNAi abrogated the increases in *Pgst-4*::GFP fluorescence levels. Bar, 0.2 mm. (C) ARE reporter activity in HepG2 cells treated with DMSO vehicle control (open) or 4 µM plumbagin (shaded). Plumbagin activated ARE reporter beta-lactamase expression. Co-incubation with reduced glutathione significantly reduced induction of the ARE reporter by plumbagin. Data are relative beta-lactamase activity + SEM. (D) Adult TH356 hermaphrodites expressing a DAF-16::GFP translational fusion were treated as indicated and localization of DAF-16::GFP monitored as a measure of DAF-16 activation. Thermal stress (37°C, 20 minutes) induced dramatic nuclear accumulation of DAF-16::GFP in intestinal nuclei. In contrast, DMSO vehicle and 25 µM plumbagin treatments failed to induce nuclear DAF-16::GFP accumulation. Two independent experiments were performed with n = 20 animals/treatment. For DMSO and plumbagin, animals were transferred to treatments and DAF-16:GFP localization was scored after 3, 24 and 48 hours. Shown are representative 48-hour treatments. Bar, 0.1 mm; all images were collected using identical exposure times.

**Table 4:** Effect of *skn-1* RNAi on *Pgst-4*::GFP induction by plumbagin.

Expt.	Plumbagin (µM)	RNAi	AMPI ∧	Std. Dev.	Ratio †	P *	n
1	0	L4440	8.2	2.0	−	−	30
		*skn-1*	3.7	0.5	0.46	<.001	30
	25	L4440	12.9	2.2	1.57	<.001	20
		*skn-1*	4.3	0.6	0.52	<.001	20
2	0	L4440	5.3	0.9	−	−	34
		*skn-1*	2.7	0.4	0.52	<.001	34
	100	L4440	32.2	8.6	6.08	<.001	32
		*skn-1*	4.4	0.7	0.84	<.001	36
3	0	L4440	5.8	0.9	−	−	33
		*skn-1*	2.7	0.4	0.46	<.001	33
	100	L4440	23.0	5.1	3.94	<.001	22
		*skn-1*	4.8	1.2	0.82	<.01	20

Animals (CL2166) were raised from embryo to adulthood on HT115 bacteria containing either the L4440 RNAi vector or a plasmid inducing *skn-1* RNAi. Adults were treated for two days with plumbagin or DMSO vehicle control before GFP visualization.

∧ AMPI represents the average whole worm background subtracted mean pixel intensity for the treatment group.

† AMPI ratio for treatment relative to the L4440 vehicle (DMSO) control.

T-test compares the AMPI of each worm in the treatment group with those of the control (0 µM plumbagin, L4440) in that experiment.

In cultured mammalian neurons, plumbagin activated expression of target genes containing the antioxidant response element (ARE) in an Nrf2-dependent manner [21]. Nrf2 activity is induced in response to oxidative stress and plumbagin has reported ROS generating activity [42]. We therefore examined whether plumbagin activation of ARE-containing targets could be altered by treatment with glutathione, an antioxidant capable of scavenging plumbagin-generated ROS. Indeed, ARE-reporter induction by plumbagin was significantly diminished by cotreatment with glutathione (Fig. 4C). These data support the hypothesis that plumbagin activates Nrf2 target gene expression through alteration of the cellular redox environment.

In two independent experiments with 20 animals each, 25 µM plumbagin failed to increase nuclear localization of a DAF-16::GFP reporter (Fig. 4D). Therefore, we utilized the *Pgst-4*::GFP for a biosensor of stress hormesis in all subsequent experiments.

### Analysis of plumbagin analogs for improved benefit:toxicity profiles

Two problems for translating interventions based on stress hormesis mechanisms are the limited dose range for beneficial effects and toxicity at higher doses. Therefore, we investigated whether plumbagin analogs existed which could activate *skn-1* and extend *C. elegans* lifespan without significant toxicity at higher doses. A group of six plumbagin analogs, consisting of 3 naphthoquinones and 3 tetralones, was screened for activation of *Pgst-4*::GFP and effects on lifespan in *C. elegans*. Tetralones, which lack the 4-ketone of plumbagin, did not activate *Pgst-4*::GFP fluorescence (Table S3) and conferred no survival benefit at any tested dose (Table S1). In addition, the tetralones were generally non-toxic to *C. elegans* at concentrations up to 500 µM.

In contrast to the tetralones, all three naphthoquinones, menadione, naphthazarin and oxoline, increased *Pgst-4*::GFP expression, although not as strongly as plumbagin (Fig 5A, B; Table S3). As with plumbagin, increases in *Pgst-4*::GFP expression in worms treated with naphthazarin and oxoline were abrogated by skn-1 RNAi (data not shown). Plumbagin, but not menadione, was previously shown to induce the Nrf2-mediated Phase 2 response in cultured mammalian cells [21]. We therefore compared activation of the Nrf2-dependent ARE reporter by naphthazarin, oxoline and plumbagin in HepG2 cells. Both plumbagin and naphthazarin induced the ARE reporter, while oxoline failed to activate the ARE reporter at up to 100-fold higher concentrations (Fig. 5C). We also examined survival of HepG2 cells in the presence of each naphthoquinone. Plumbagin and naphthazarin had similar toxicity profiles, while oxoline was approximately 100-fold less toxic than plumbagin (Fig. 5D).

**Figure 5:**
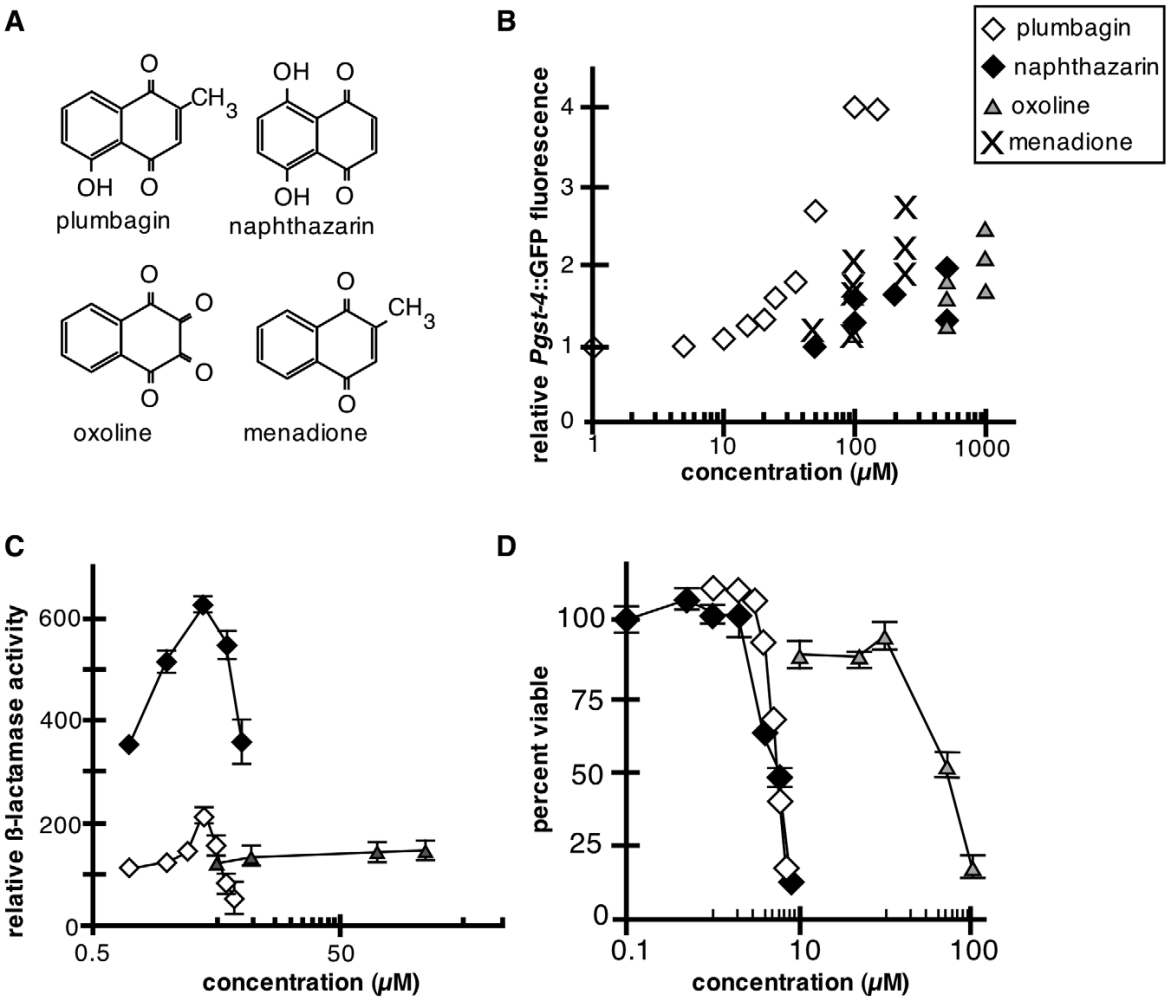
Effects of naphthazarin, oxoline and menadione on *skn-1* and Nrf2 targets in *C. elegans* and HepG2 cells. (A) Structures of plumbagin, naphthazarin, oxoline and menadione. (B) Induction of *Pgst-4*::GFP by naphthazarin, oxoline, and menadione. Data are results from independent experiments measuring whole worm *Pgst-4*::GFP fluorescence compared to vehicle-treated controls (Table S3). For comparison, the average level of *Pgst-4*::GFP fluorescence in plumbagin-treated animals is shown on the same plot (diamonds, data shown on Fig. 4A). Shaded diamonds, naphthazarin, n≥30, p<0.0001 for 100 µM and above; triangles, oxoline, n≥16, p<0.0001 for 500 µM and above; crosses, menadione, n≥18, p<0.0001 for 100 µM and above. (C) Plumbagin (diamonds) and naphthazarin (shaded diamonds) activated ARE reporter expression (beta-lactamase) in HepG2 cells. Toxicity at higher concentrations of plumbagin and naphthazarin resulted in decreased reporter gene expression. Oxoline (triangles) failed to induce expression of ARE driven beta-lactamase. The ARE reporter cell line HepG2 was exposed to the indicated concentrations of plumbagin, naphthazarin or oxoline and ARE-driven beta-lactamase activity was assessed 24 hrs after exposure. Data are mean beta-lactamase activity ± SEM (n = 3−4). (D) HepG2 cells were treated with plumbagin (diamonds), naphthazarin (shaded diamonds) or oxoline (triangles) at indicated concentrations. Cell viability was assessed 24 hrs after exposure. Results are the mean from 3−4 experiments +/− SEM.

We considered the possibility that naphthoquinones extended lifespan by protective effects against bacterial proliferation. The classical approach for testing this possibility is to measure lifespan in worms fed on a lawn of dead or growth-inhibited bacteria. As mentioned, all lifespan assays were conducted in the presence of FUDR, which is bacteriostatic and bacteriocidal. Consistently, average lifespan was longer when using FUDR-containing medium as compared to medium lacking FUDR (20.2 days vs 15.9 days, respectively; p<0.0001, Log-Rank). This eliminated the possibility that plumbagin, naphthazarin and oxoline extended lifespan by simply inhibiting bacterial growth. We further probed this question by testing the effects of these drugs in the presence of heat-killed bacteria. However, these experiments were confounded by the fact that naphthoquinone toxicity was significantly higher in the presence of heat-killed bacteria (Table S4). There are several explanations for this result. One is that bacteria were protective against naphthoquinone toxicity which was necessary to unmask the hormetic effects in *C. elegans*. Thus, growth on heat-killed bacteria could have shifted the hormetic dose range to doses that were much lower than those we tested. An alternative explanation is that bacteria enzymatically converted the naphthoquinones into products with hormetic activity in *C. elegans*. We did not further investigate these possibilities.

### Naphthazarin and oxoline extended *C. elegans* lifespan through different mechanisms

We found that naphthazarin and oxoline, but not menadione, could extend *C. elegans* lifespan. At doses between 100–500 µM, naphthazarin treatment was associated with increased mean and maximum lifespan (e.g., 200 µM, 13+/−6% increase in mean lifespan, P<0.0001 in each of three trials) (Fig. 6A; Table S1). For oxoline, a 500 µM dose extended mean lifespan by 13–15% in 3 of 4 trials and increased maximum lifespan by at least 10% in all 4 trials. 1 mM oxoline was also associated with significant increases in mean and maximum lifespan (Fig. 6B; Table S1). Comparison of relative *Pgst-4*::GFP fluorescence and lifespan indicated that beneficial concentrations of naphthazarin, oxoline and plumbagin were associated with 50–150% increased *Pgst-4*::GFP expression (Table 5). However, *Pgst-4*::GFP expression was not strictly correlated with lifespan extension, as menadione, which also induced *Pgst-4*::GFP within this range, had no effect on lifespan at low concentrations and was toxic at high concentrations (Fig. 6C). This may reflect additional toxic effects of menadione *in vivo*.

**Figure 6:**
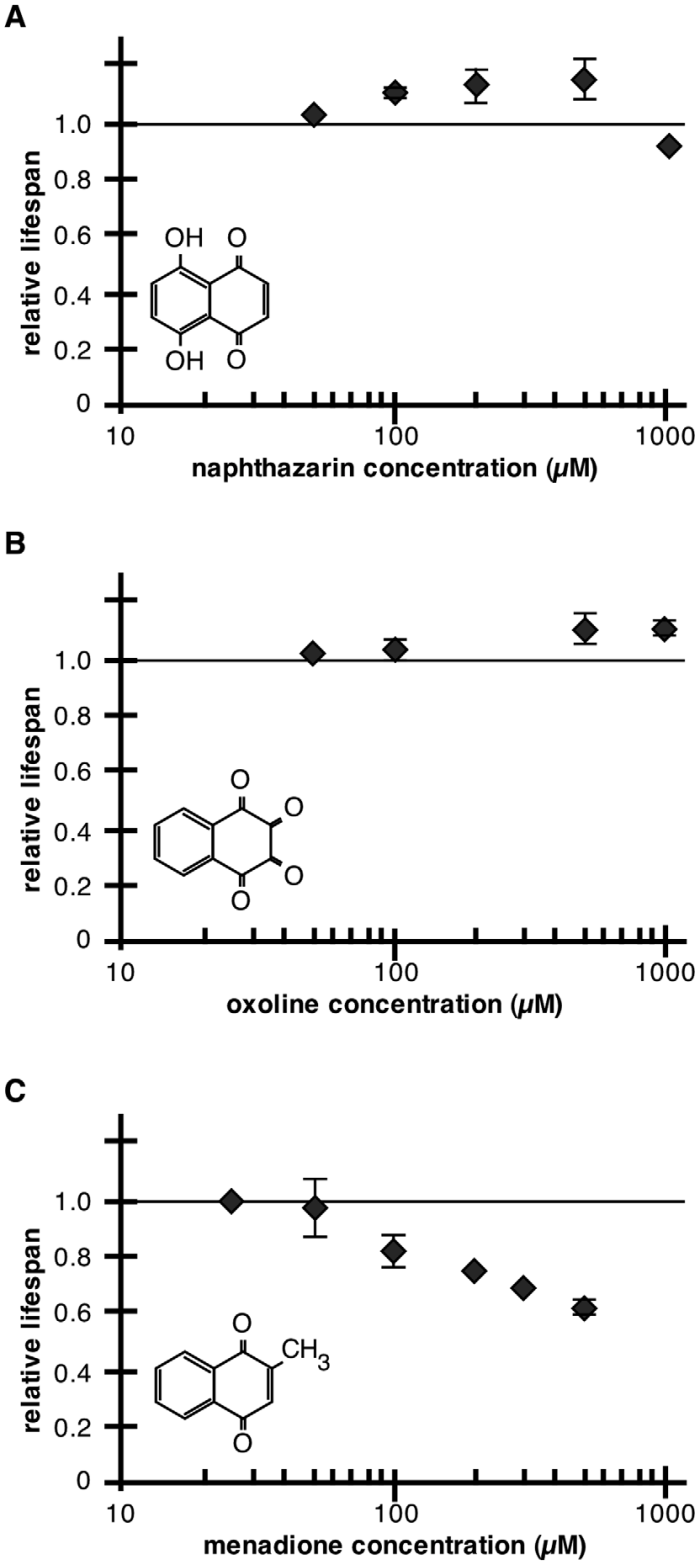
Effects of naphthazarin, oxoline, and menadione on *C. elegans* survival. (A–C) Dose-response relationship of relative *C. elegans* survival with respect to naphthoquinone concentration. Chemical structures for each compound are shown on each plot. (A) Naphthazarin increased *C. elegans* lifespan at higher doses than plumbagin. Data represent one trial at 50 µM (n = 67, p = 0.2), and three trials each at 100 µM (n≥93, p<0.0001 in 2 of 3 trials), 200 µM (n≥96, p<0.0001 in 3 of 3 trials), and 500 µM (n≥66, p<0.0001 in 2 of 3 trials). (B) Oxoline treatment extended mean lifespan at doses of 500 µM (n≥95, p<0.0001 in 3 of 4 trials) and 1 mM (n≥61, p<0.0001 in 2 of 2 trials). (C) Menadione treatment shortened *C. elegans* lifespan and did not provide a significant lifespan benefit at any tested dose (13 trials at various concentrations with n≥59 per condition, p<0.0001 in all trials at 100 µM and above).

**Table 5:** Effects of plumbagin, naphthazarin and oxoline on *Pgst-4*::GFP and lifespan in wildtype *C. elegans*.

Dose (µM)	Plumbagin		Naphthazarin		Oxoline	
	Ratio *Pgst-4*::GFP*	Ratio lifespan†	Ratio *Pgst-4*::GFP*	Ratio lifespan†	Ratio *Pgst-4*::GFP*	Ratio lifespan†
1	0.94	1.01				
2.5		1.03				
5	0.97	1.03				
7.5		1.00				
10	1.06	1.08				
15	1.23					
20	1.29					
25	1.57	1.12				
35	1.79					
50	2.70	1.07	1.01	1.02		1.02
100	4.00	0.91	1.43	1.10	1.17	1.04
150	3.97	0.77				
200		0.16	1.63	1.12		
250		0.12				
300		0.14				
400		0.10				
500		0.14	1.63	1.15	1.54	1.11
1000					2.07	1.12

*Ratio of *Pgst-4*::GFP fluorescence in animals treated with indicated dose versus vehicle. Data for individual trials is presented in Table S3.

† Ratio of adult lifespan in animals treated with indicated dose versus vehicle. Data for individual trials is presented in Table S1.

Because beneficial doses of napthazarin and oxoline could induce *skn-1*-dependent *Pgst-4*::GFP expression at levels similar to those induced by beneficial doses of plumbagin, we tested whether lifespan extension by oxoline and naphthazarin were also *skn-1* dependent. Animals treated with *skn-1* RNAi lived shorter on 200 µM naphthazarin than controls, with an average 10% decrease in mean and maximum lifespan over 4 trials (Fig. 7A; Table S2). The decrease was more severe in *skn-1(zu135)* mutants, in which lifespan was only 55+/−10% of controls in four trials (Fig. 7C; Table S1). These results indicate that lifespan extension by naphthazarin was dependent on *skn-1*, and that *skn-1* activity was protective against naphthazarin toxicity. In contrast, *skn-1* RNAi did not block lifespan extension by oxoline in 3 of 4 trials (Fig. 7B; Table S2). Additionally, 500 µM oxoline increased mean lifespan by 12+/−8% in *skn-1(zu135)* (Fig. 7C; Table S1). The finding that oxoline influenced lifespan independently of skn-1 is consistent with the finding that oxoline did not induce the ARE reporter in HepG2 cells. In *daf-16(mgDf50);daf-2(e1370)* animals, both 200 µM naphthazarin and 500 µM oxoline increased mean lifespan by 11+/−2%, indicating that lifespan extension by both compounds was independent of *daf-16* activity (Fig 7D; Table S1).

**Figure 7:**
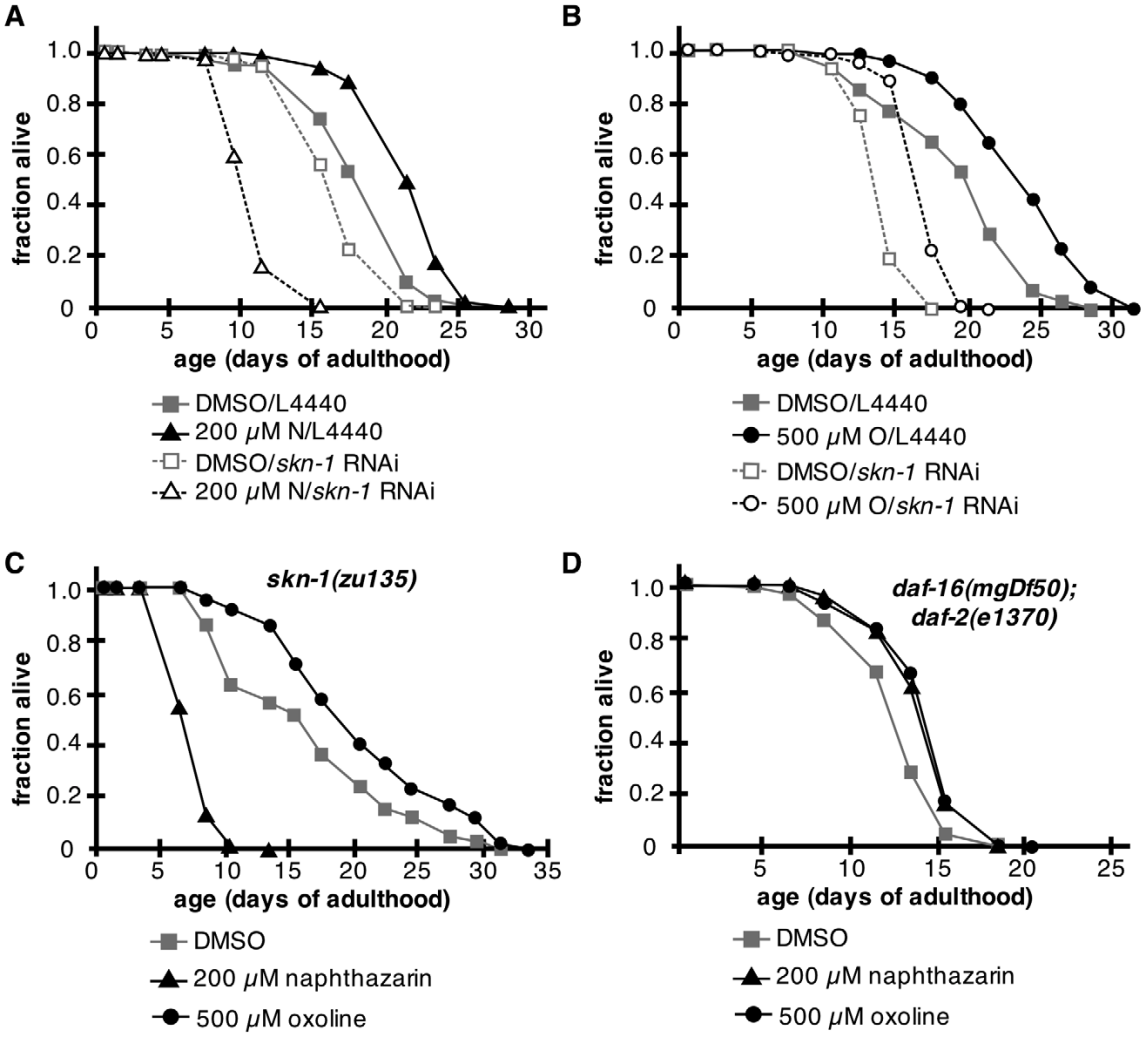
Requirement for skn-1 in lifespan extension by naphthazarin. (A) *skn-1* RNAi abrogated lifespan extension by 200 µM naphthazarin. Filled squares, L4440 treated with DMSO vehicle control (n = 80); open squares, *skn-1* RNAi treated with DMSO vehicle control (n = 125); filled triangles, L4440 treated with 200 µM naphthazarin (n = 88, p<0.0001); open triangles, *skn-1* RNAi treated with 200 µM naphthazarin (n = 127, p<0.0001). (B) 500 µM oxoline was associated with similar increases in lifespan for both L4440 and *skn-1* RNAi treated groups. Filled squares, L4440 treated with DMSO control (n = 117); open squares, *skn-1* RNAi treated with DMSO vehicle control (n = 131); filled circles, L4440 treated with 500 µM oxoline (n = 106, p<0.0001); open circles, *skn-1* RNAi treated with 500 µM oxoline (n = 124, p<0.0001). (C) Lifespan of *skn-1(zu135)* adults was shortened by 200 µM naphthazarin (triangles, n = 110, p<0.0001) relative to DMSO vehicle control (squares, n = 123), but lengthened by 500 µM oxoline (circles, n = 117, p<0.0001). (D) Mean lifespan of *daf-16(mgDf50); daf-2(e1370)* adults was extended by 200 µM naphthazarin (triangles, n = 116, p<0.0001) and 500 µM oxoline (circles, n = 121, p<0.0001), relative to DMSO vehicle treated controls (squares, n = 80).

## Discussion

Our findings and those of previous studies [43], [44] suggest that interventions activating stress response pathways can reduce cellular damage, thereby slowing aging and increasing lifespan. Phytochemicals that exert cytoprotective effects, such as curcumin [45], [46] and sulforaphane [47], [48], do so by inducing the Phase 2 detoxification response via NF-E2 transcription factors. Here, we characterized the ability of three naphthoquinones, plumbagin, naphthazarin and oxoline, to extend *C. elegans* lifespan through stress hormesis pathways linked to the antioxidant response. In our study, lifespan extension by plumbagin and naphthazarin was dependent on *skn-1* activity. In the absence of skn-1 activity, the hormetic benefits of plumbagin were lost. In *C. elegans*, lifespan extension from stress hormesis by thermal stress and juglone-induced oxidative stress also require *daf-16* [19], [49]. Lifespan extension by plumbagin was weaker and more variable in *daf-16* mutants than in wildtype animals, suggesting that *daf-16* is a component of the hormetic pathway induced by plumbagin. However, we did not detect *daf-16* target gene induction or DAF-16::GFP nuclear localization by hormetic doses of plumbagin. Reduced insulin/IGF-1-like signaling (IIS) from the DAF-2/IIS receptor increases nuclear accumulation of SKN-1 and activates a subset of skn-1 dependent genes (including *gst-4*) independently of DAF-16 [38]. The interactions between *daf-16* and skn-1 complicate efforts to tease apart their individual roles in this pathway. For this reason, further study will be necessary to clearly define the daf-16's role in lifespan extension by low-dose plumbagin.

One aim of this study was to identify derivatives of a hormetic chemical that display broad beneficial dose ranges and lower toxicity. Such properties would be necessary in order to consider clinical translation of hormetic interventions. By comparing the relative effects of plumbagin on longevity and *Pgst-4*::GFP expression, we predicted that compounds which increased *Pgst-4*::GFP expression by 50-150% above basal levels would also extend lifespan. Plumbagin doses that activated expression above this level were toxic, possibly due to excessive levels of oxidative stress and cellular damage. We identified three naphthoquinones, naphthazarin, oxoline and menadione, that could induce *Pgst-4*::GFP. One of these, naphthazarin, behaved similarly to plumbagin with a broader beneficial dose range, as desired. Naphthazarin extended lifespan at doses which induced *Pgst-4*::GFP expression to the same range as hormetic doses of plumbagin. Overall, naphthazarin was less potent than plumbagin in *C. elegans*.

Although menadione induced *Pgst-4*::GFP within the predicted beneficial range, it failed to extend lifespan at any concentration tested. One explanation is that menadione affects cells through multiple mechanisms, which overlap partially with mechanisms for plumbagin toxicity. Findings in *Saccharomyces cerevisiae* are consistent with this idea. Low-dose pretreatment with either plumbagin or menadione induced adaptive responses protective against plumbagin toxicity, while low-dose plumbagin failed to protect from menadione toxicity [50]. These data are consistent with the idea that menadione has additional toxic activities that may mask its potential benefits in *C. elegans*.

Oxoline, the third plumbagin derivative we studied, extended *C. elegans* lifespan through *skn-1*- and *daf-16*-independent mechanisms. Oxoline weakly activated *Pgst-4*::GFP and failed to activate ARE reporter expression in HepG2 cells. We found oxoline to be non-toxic to *C. elegans* and mammalian cells within the tested dose range. Oxoline belongs to the class of bacteriocidal quinolone antibiotics that inhibit DNA topoisomerase activity. Oxoline has been prescribed for treatment of urinary tract infections from gram-negative bacteria and is used for antiviral therapy [51], [52]. Based on this evidence, it is possible that oxoline affects *C. elegans* lifespan through antimicrobial effects.

Although the oxidative stress response is molecularly conserved between worms and mammals, we uncovered differences between these systems that call for caution when attempting to extrapolate effects of specific longevity interventions across species. For instance, oxoline induced *Pgst-4*::GFP expression in *C. elegans* but failed to induce an ARE reporter in mammalian cells. Moreover, sulforaphane and plumbagin had different relative effects on expression of ARE reporter and *Pgst-4*::GFP levels [21]. Numerous differences between *C. elegans* nematodes and cultured mammalian cells could affect the activities of specific compounds in each system. First, compounds are likely to enter cultured cells more easily than *C. elegans* adults, which are surrounded by an impermeable cuticle. Second, intact *C. elegans* may possess a distinct array of metabolizing enzymes from cultured cells which could alter the production of bioactive metabolic intermediates. Third, the systems differ in mechanisms for excreting compounds from the cellular cytoplasm. Finally, the culture conditions for nematodes and cells are different and expose the compounds to significantly different environments.

We propose that *C. elegans* provides a facile approach to identifying families of compounds that can activate targets with conserved anti-aging or stress response functions. However, individual compounds within such families may have distinct activities reflecting differences in uptake, metabolism and environmental conditions. Ideally, a group of related compounds should be compared to identify those with maximal effectiveness in a particular experimental system or therapeutic context. In this light, our findings positively demonstrate that stress hormesis mechanisms can be accessed for longevity benefits in a whole organism, such as *C. elegans*, and that structural analogs of hormetic compounds may have improved toxicity profiles. However, care must be taken when extrapolating findings about specific compounds between experimental systems.

## Materials and Methods

### Chemicals

The following chemicals were obtained commercially, as indicated: plumbagin (#P7262), naphthazarin (#388513), menadione (Fluka #67900), visnagin (#254932), eugenol (#35995), farnesol (#F203), alpha-asarone (#231282), piperine (#P49007), L-canavanine (#C1625), domoic acid (#D6152), precocene II (#194913), sesamin (sesamol, #S8518), juglone (#H47003), 5-hydroxy-1-tetralone (#219975) and 5,8- dimethoxy-1-tetralone (#569658) were obtained from Sigma-Aldrich Co., St. Louis, MO; veratrine (#219834) was from MP Biomedicals, Solon, OH; anabasine (#L18484) was from Alfa Aesar, Ward Hill, MA and marmesan (#CDL 0080-0004) was from Chemical Diversity, San Diego, CA. Oxoline was obtained from Wako Chemicals, Richmond, VA (#328-67371). 7-hydroxy-1-tetralone was obtained from Milestone PharmaTech, New Brunswick, NJ (#2A-0017). For each, chemical characterization was performed to confirm the correct chemical structure and, for agents that proved less than 98% pure, recrystallization and purification procedures were performed to obtain high chemical purity. Chemicals were stored at −20°C as 100 mM stock solutions in DMSO. To prepare *C. elegans* media for experimental treatments, chemicals were added from stock solutions to molten NGM agar and then poured into 3.5-cm culture dishes for use, with the exception of the screen for hormetic chemicals.

### *C. elegans* strains and growth conditions

*C. elegans* strains Bristol N2 (wild-type), CL2166 (N2; *dvIs19 (Pgst-4::gfp; rol-6))*, TJ356 (N2; zIs356 (*daf-16::gfp; rol-6))*, EU31 (*skn-1(zu135)/DnT1)*, and CY312 (*daf-16(mgDf50);daf-2(e1370))* were utilized in this work. Strains were grown and maintained at 15°C or room temperature (22 to 24°C) on Nematode Growth Media (NGM) containing 2.1% agar with *E. coli* strain OP50 as a food source [53], except as indicated for RNAi experiments. Age-synchronized populations were obtained by collecting the eggs laid by fertile adults over 5 to 7 hours and allowing them to develop to the young adult stage before transfer to treatment plates.

### Cell culture methods

The stable Nrf2/ARE reporter cell line, ARE-bla HepG2, was purchased from Invitrogen (Carlsbad, CA, USA) and maintained in Dulbecco's Modified Eagle's Medium (DMEM) containing 10% dialyzed fetal bovine serum (FBS), 2 mM glutamine, 0.1 mM nonessential amino acids, 25 mM HEPES, 1% penicillin/streptomycin, and 5 µg/ml of blasticidin (Invitrogen) at 37°C in a humidified 5% CO2 atmosphere. Blasticidin was removed from the media during experimental treatments. For cell viability and ARE reporter assays, ARE-bla HepG2 cells were plated in 96-well plates and allowed to adhere overnight. Cell viability was assessed 24 hours after incubation with the indicated concentration of plumbagin, naphthazarin and oxoline by Celltiter 96® AQUEOUS One Solution reagent (Promega, Madison, WI, USA). Nrf2-transactivation was measured by beta-lactamase activity according to the manufacturer's instructions (Invitrogen). All experiments were performed in triplicate.

### Screen for hormetic prolongevity chemicals

For the initial screen, compounds were suspended to 100 mM in either water or EtOH. 20 µL of each stock solution, diluted in water to 150 µL immediately prior to use, was dropped onto the surface of 10 mL NGM agar plates supplemented with live OP50 bacterial food. Plates were incubated at room temperature for 2 hours to allow compounds to diffuse into the media to a final concentration of 200 µM. Approximately 40 sterile *fem-1(hc17)* adults, raised at 25°C, were suspended in water and dropped onto the surface of test plates. Survival was scored daily for the first week, then at 1–3 day intervals until all animals were dead. Survival assays were terminated as soon as an outcome became apparent relative to paired control populations treated with vehicle alone. Chemicals that were toxic at 200 µM were tested at 100 µM. If the compound was toxic at 100 µM, it was further tested at 60 µM, 30 µM and 10 µM. Compounds that were not toxic at 200 µM were tested at 300 µM, and, if toxic, further tested at 100 µM for possible beneficial effects. Vehicle controls (water or ethanol) were included for all concentrations tested.

### Lifespan analyses

In all lifespan assays, worms were grown on NGM agar until day 1 of adulthood, the first day following the L4-adult molt. Young adults were transferred to fresh medium supplemented with indicated compounds or 0.2% DMSO as a vehicle control. For most treatments, the final concentration of the DMSO vehicle was <0.2%. Lifespan assays were performed at room temperature (22–23°C) and survival was scored every 2–4 days as the ability to move in response to touch with a platinum wire. 200 µM FUDR was used in lifespan assays to prevent progeny production, except for experiments with *fem-1(hc17)* hermaphrodites, which are sterile and do not produce progeny [22], [54]. FUDR is also bacteriocidal and bacteriostatic. Maximum lifespan was calculated by the mean lifespan of the oldest 10% cohort in each experiment. Log-Rank P-values within experiments were calculated using the Survival/Reliability function in JMP 5.0.1.2 (SAS, USA). Significance probability P-values over multiple experiments with the same conditions were calculated with the GLM Procedure in SAS 9.2 (SAS, USA), with treatment and experiment number as the two independent factors for two-way ANOVA, and days of life as the dependent variable.

### Microarray Analysis

Approximately 1,000 age-synchronized young adults were treated for two days with either 100 µM plumbagin or DMSO as a vehicle control and then washed three times in M9 and flash frozen with dry ice. RNA was isolated with the Absolutely RNA Miniprep Kit (Agilent Technologies, USA). RNA concentration and quality was assessed using an Agilent Bioanalyzer 2100 (Agilent Technologies, USA). Microarray hybridizations were performed with the *C. elegans* 4x44K Oligo Microarray (Agilent Technologies, USA). Raw microarray hybridization intensity data from four separate experiments were log-transformed and normalized to generate z-scores and subsequent z-ratios [55].

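In the authors' deposited table of z-ratios, the *skn-1* target *gst-4* stood at 9.75, the mean of its 2 spots, with F56D5.3 at 9.39 and *dod-17* at 6.69. Of the *daf-16* targets, the authors' deposited table lists 7 above 0, among them *sodh-2* at 5.17 and *mtl-1* at 4.38, and 1 below 0, *lys-7* at −8.07. The authors' deposited table holds, of the 44381 features on the array, 860 with a z-ratio above 0 and 495 with 1 below. It names 825 genes, of which 703 were tested here, and it lists 75 of the 127 genes past the threshold here, all 75 with the same sign.

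A z-score is the log of a spot's raw brightness less the mean of its channel, divided by the standard deviation of that channel, and a z-ratio is the difference between the mean z-scores of both groups divided by the standard deviation of that difference over all spots. Computed here in this way from the scanner files, with all spots in the scaling, the z-ratios of its features differed from the deposited ones by at most 4.4e-09. The deposited features are all but 2 of the 1357 that had p under 0.05 here when the z-scores of both channels were compared as unpaired groups, with no adjustment for the number of features. A z-ratio is in units of the spread over spots, so it is not a fold.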

### RNA interference

RNA interference (RNAi) was induced by providing a food source of HT115 bacteria expressing double-stranded RNA corresponding to the targeted gene [56]. The RNAi medium was NGM agar supplemented with 100 µg/mL ampicillin and 1 mM isopropyl β-D-thiogalactoside (IPTG) to induce bacterial expression of the dsRNA trigger. Young adult animals (Po) were placed onto RNAi plates for several hours to lay eggs and then removed. Larvae developed to young adulthood on RNAi plates and were then transferred to fresh RNAi plates supplemented with test compounds or vehicle (DMSO). In this way, worms continued feeding on dsRNA-expressing bacteria throughout the experiment.

### Analysis of *Pgst-4*::GFP expression

Young CL2166 adults were transferred onto NGM agar supplemented with test compounds or vehicle (DMSO). After two days at room temperature (22–24°C), animals were mounted on 2% agarose pads and immobilized with 20 mM levamisole. Using a Nikon E900 microscope (Nikon Corporation, Japan), GFP fluorescence was visualized with a mercury illumination source at 100× magnification (10X objective, 10X ocular magnification). Images were captured using Openlab software, v. 5.5.0 (Improvision Inc., USA) controlling a Hamamatsu Orca CCD camera (Hamamatsu Photonics, Japan). Image processing was performed using Adobe Photoshop CS3 (Adobe Systems Inc., USA). Levels of *Pgst-4*::GFP were measured as average mean pixel intensity (AMPI) over the whole worm using ImageJ software (Rasband, W.S., U.S. National Institutes of Health, Bethesda, MD, http://rsb.info.nih.gov/ij/). AMPI values were normalized by subtracting the background intensity of the slide as measured by the minimum pixel intensity in each image. Statistical significance was judged using a two-tailed student's t-test in Excel (v.12.2.4, Microsoft, USA).

## Supporting Information

Table S1 Lifespan assays were conducted as described in Methods. Control lifespan varied by experiment, and individual experiments can be identified by control mean lifespan; (+) treatment; (−) DMSO vehicle control. * Mean lifespan of the 90^th^ percentile. ∧ Log-Rank Probability.
(DOC)

Table S2 † Animals were grown from embryos on feeding RNAi vector control bacterial strain L4440 or RNAi bacteria expressing skn-1 dsRNA. Day 0 adults were transferred to treatment plates with 200 µM FUdR to prevent progeny production; (+) treatment; (−) DMSO vehicle control. * Mean lifespan of the 90^th^ percentile. ∧ Log-Rank Probability.
(DOC)

Table S3 CL2166 animals were grown to adulthood and treated for two days as indicated. (+) Treatment; (-) DMSO vehicle control. * AMPI represents the average whole worm background-subtracted mean pixel intensity for the treatment group. † Ratio given is the AMPI for the treatment group relative to the DMSO control. ∧ T-test.
(DOC)

Table S4 # P, plumbagin; O, Oxoline; N, naphthazarin. ∧ (+) Bacteria killed at 65°C for 1 hour; (−) Live bacteria spread onto plates; both (+) and (−) plates contained FUDR to prevent progeny production and control bacterial growth.
(DOC)

## References

[1] Finkel T, Holbrook NJ (2000). Oxidants, oxidative stress and the biology of ageing.. Nature.

[2] Kregel KC, Zhang HJ (2007). An integrated view of oxidative stress in aging: basic mechanisms, functional effects, and pathological considerations.. Am J Physiol Regul Integr Comp Physiol.

[3] Bejarano E, Cuervo AM (2010). Chaperone-mediated autophagy.. Proc Am Thorac Soc.

[4] Head E, Liu J, Hagen TM, Muggenburg BA, Milgram NW (2002). Oxidative damage increases with age in a canine model of human brain aging.. J Neurochem.

[5] Choksi KB, Nuss JE, Boylston WH, Rabek JP, Papaconstantinou J (2007). Age-related increases in oxidatively damaged proteins of mouse kidney mitochondrial electron transport chain complexes.. Free Radic Biol Med.

[6] Ames BN (1989). Endogenous oxidative DNA damage, aging, and cancer.. Free Radic Res Commun.

[7] Bonda DJ, Wang X, Perry G, Nunomura A, Tabaton M (2010). Oxidative stress in Alzheimer disease: a possibility for prevention.. Neuropharmacology.

[8] Munoz MJ, Riddle DL (2003). Positive selection of *Caenorhabditis elegans* mutants with increased stress resistance and longevity.. Genetics.

[9] Ungvari Z, Buffenstein R, Austad SN, Podlutsky A, Kaley G (2008). Oxidative stress in vascular senescence: lessons from successfully aging species.. Front Biosci.

[10] Le Bourg E (2009). Hormesis, aging and longevity.. Biochim Biophys Acta.

[11] Calabrese EJ, Bachmann KA, Bailer AJ, Bolger PM, Borak J (2007). Biological stress response terminology: Integrating the concepts of adaptive response and preconditioning stress within a hormetic dose-response framework.. Toxicol Appl Pharmacol.

[12] McAlister L, Finkelstein DB (1980). Heat shock proteins and thermal resistance in yeast.. Biochem Biophys Res Commun.

[13] Burton V, Mitchell HK, Young P, Petersen NS (1988). Heat shock protection against cold stress of *Drosophila melanogaster*.. Mol Cell Biol.

[14] Lithgow GJ, White TM, Melov S, Johnson TE (1995). Thermotolerance and extended life-span conferred by single-gene mutations and induced by thermal stress.. Proc Natl Acad Sci U S A.

[15] Yashin AI, Cypser JR, Johnson TE, Michalski AI, Boyko SI (2001). Ageing and survival after different doses of heat shock: the results of analysis of data from stress experiments with the nematode worm *Caenorhabditis elegans*.. Mech Ageing Dev.

[16] Cypser JR, Johnson TE (2002). Multiple stressors in Caenorhabditis elegans induce stress hormesis and extended longevity.. J Gerontol A Biol Sci Med Sci.

[17] Plesset J, Palm C, McLaughlin CS (1982). Induction of heat shock proteins and thermotolerance by ethanol in *Saccharomyces cerevisiae*.. Biochem Biophys Res Commun.

[18] Messier AA, Fisher HW (1990). Sensitivity of cultured mammalian cells to oxidative stress: adaptation to repeated exposures of hyperbaric oxygen.. Undersea Biomed Res.

[19] Heidler T, Hartwig K, Daniel H, Wenzel U (2010). *Caenorhabditis elegans* lifespan extension caused by treatment with an orally active ROS-generator is dependent on DAF-16 and SIR-2.1.. Biogerontology.

[20] An JH, Blackwell TK (2003). SKN-1 links *C. elegans* mesendodermal specification to a conserved oxidative stress response.. Genes Dev.

[21] Son TG, Camandola S, Arumugam TV, Cutler RG, Telljohann RS (2010). Plumbagin, a novel Nrf2/ARE activator, protects against cerebral ischemia.. J Neurochem.

[22] Doniach T, Hodgkin J (1984). A sex-determining gene, fem-1, required for both male and hermaphrodite development in *Caenorhabditis elegans*.. Dev Biol.

[23] Keaney M, Matthijssens F, Sharpe M, Vanfleteren J, Gems D (2004). Superoxide dismutase mimetics elevate superoxide dismutase activity *in vivo* but do not retard aging in the nematode *Caenorhabdites elegans*.. Free Radic Biol Med.

[24] Gems D, Riddle DL (2000). Genetic, behavioral and environmental determinants of male longevity in *Caenorhabditis elegans*.. Genetics.

[25] Garigan D, Hsu AL, Fraser AG, Kamath RS, Ahringer J (2002). Genetic analysis of tissue aging in *Caenorhabditis elegans*: a role for heat-shock factor and bacterial proliferation.. Genetics.

[26] Cohen SS, Flaks JG, Barner HD, Loeb MR, Lichtenstein J (1958). The Mode of Action of 5-Fluorouracil and Its Derivatives.. Proc Natl Acad Sci U S A.

[27] Summers WC, Raksin P (1993). A method for selection of mutations at the tdk locus in *Escherichia coli*.. J Bacteriol.

[28] Blum J, Fridovich I (1983). Superoxide, hydrogen peroxide, and oxygen toxicity in two free-living nematode species.. Arch Biochem Biophys.

[29] Leiers B, Kampkotter A, Grevelding CG, Link CD, Johnson TE et al (2003). A stress-responsive glutathione S-transferase confers resistance to oxidative stress in *Caenorhabditis elegans*.. Free Radic Biol Med.

[30] Park S-K, Tedesco PM, Johnson TE (2009). Oxidative stress and longevity in *Caenorhabditis elegans* as mediated by SKN-1.. Aging Cell.

[31] Przybysz AJ, Choe KP, Roberts LJ, Strange K (2009). Increased age reduces DAF-16 and SKN-1 signaling and the hormetic response of *Caenorhabditis elegans* to the xenobiotic juglone.. Mech Ageing Dev.

[32] Wakabayashi N, Slocum SL, Skoko JJ, Shin S, Kensler TW (2010). When NRF2 talks, who's listening?. Antioxid Redox Signal.

[33] Oliveira RP, Porter Abate J, Dilks K, Landis J, Ashraf J (2009). Condition-adapted stress and longevity gene regulation by *Caenorhabditis elegans* SKN-1/Nrf.. Aging Cell.

[34] Honda Y, Honda S (1999). The daf-2 gene network for longevity regulates oxidative stress resistance and Mn-superoxide dismutase gene expression in *Caenorhabditis elegans*.. FASEB J.

[35] Furuyama T, Nakazawa T, Nakano I, Mori N (2000). Identification of the differential distribution patterns of mRNAs and consensus binding sequences for mouse DAF-16 homologues.. Biochem J.

[36] Henderson ST, Johnson TE (2001). daf-16 integrates developmental and environmental inputs to mediate aging in the nematode *Caenorhabditis elegans*.. Curr Biol.

[37] Gilley J, Coffer PJ, Ham J (2003). FOXO transcription factors directly activate bim gene expression and promote apoptosis in sympathetic neurons.. J Cell Biol.

[38] Tullet JMA, Hertweck M, An JH, Baker J, Hwang JY (2008). Direct inhibition of the longevity-promoting factor SKN-1 by insulin-like signaling in *C. elegans*.. Cell.

[39] Murphy CT, McCarroll SA, Bargmann CI, Fraser A, Kamath RS (2003). Genes that act downstream of DAF-16 to influence the lifespan of *Caenorhabditis elegans*.. Nature.

[40] Link CD, Johnson CJ (2002). Reporter transgenes for study of oxidant stress in *Caenorhabditis elegans*.. Methods Enzymol.

[41] Kahn NW, Rea SL, Moyle S, Kell A, Johnson TE (2008). Proteasomal dysfunction activates the transcription factor SKN-1 and produces a selective oxidative-stress response in *Caenorhabditis elegans*.. Biochem J.

[42] Newton LAA, Cowham E, Sharp D, Leslie R, Davis J (2010). Plumbagin: a natural product for smart materials?. New J Chem.

[43] Rattan SI (2008). Principles and practice of hormetic treatment of aging and age-related diseases.. Hum Exp Toxicol.

[44] Calabrese V, Cornelius C, Dinkova-Kostova AT, Calabrese EJ, Mattson MP (2010). Cellular stress responses, the hormesis paradigm, and vitagenes: novel targets for therapeutic intervention in neurodegenerative disorders.. Antioxid Redox Signal.

[45] Balogun E, Hoque M, Gong P, Killeen E, Green CJ (2003). Curcumin activates the haem oxygenase-1 gene via regulation of Nrf2 and the antioxidant-responsive element.. Biochem J.

[46] Garg R, Gupta S, Maru GB (2008). Dietary curcumin modulates transcriptional regulators of phase I and phase II enzymes in benzo[a]pyrene-treated mice: mechanism of its anti-initiating action.. Carcinogenesis.

[47] Dinkova-Kostova AT, Holtzclaw WD, Cole RN, Itoh K, Wakabayashi N (2002). Direct evidence that sulfhydryl groups of Keap1 are the sensors regulating induction of phase 2 enzymes that protect against carcinogens and oxidants.. Proc Natl Acad Sci U S A.

[48] Higgins LG, Kelleher MO, Eggleston IM, Itoh K, Yamamoto M (2009). Transcription factor Nrf2 mediates an adaptive response to sulforaphane that protects fibroblasts in vitro against the cytotoxic effects of electrophiles, peroxides and redox-cycling agents.. Toxicol Appl Pharmacol.

[49] Cypser JR, Johnson TE (2003). Hormesis in *Caenorhabditis elegans* dauer-defective mutants.. Biogerontology.

[50] Castro FA, Mariani D, Panek AD, Eleutherio EC, Pereira MD (2008). Cytotoxicity mechanism of two naphthoquinones (menadione and plumbagin) in *Saccharomyces cerevisiae*.. PLoS One.

[51] Dudas I, Puho E, Czeizel AE (2006). Population-based case-control study of oxoline acid use during pregnancy for birth outcomes.. Congenit Anom (Kyoto).

[52] Zenkova E, Degterev E (2000). 1,2,3,4-Tetrahydro-1,4-dioxo-2,2,3,3-tetrahydroxynaphthalene: A reagent for TLC detection of biogenic amines and a source of ninhydrin reagent.. Pharmaceutical Chemistry Journal.

[53] Brenner S (1974). The genetics of *Caenorhabditis elegans*.. Genetics.

[54] Hosono R (1978). Sterilization and growth inhibition of *Caenorhabditis elegans* by 5-fluorodeoxyuridine.. Exp Gerontol.

[55] Cheadle C, Vawter MP, Freed WJ, Becker KG (2003). Analysis of microarray data using Z score transformation.. J Mol Diagn.

[56] Timmons L, Fire A (1998). Specific interference by ingested dsRNA.. Nature.

# Supplementary material for: Extension of Lifespan in C. elegans by Naphthoquinones That Act through Stress Hormesis Mechanisms
**Source:** PLoS One. 2011 Jul 13;6(7):e21922. doi: 10.1371/journal.pone.0021922
**Supplement:** Table S1 — Lifespan assays were conducted as described in Methods. Control lifespan varied by experiment, and individual experiments can be identified by control mean lifespan; (+) treatment; (−) DMSO vehicle control. * Mean lifespan of the 90th percentile. ∧ Log-Rank Probability.

Table S1. C. elegans lifespan on a food source of OP50 in the presence of FUDR.

Plumbagin

| Strain | Dose (µM) |  | Mean lifespan | | |  | | | Maximum lifespan* | | | | | | | | | n | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | + | - | Ratio | | P^ |  | | + | | - | | Ratio | | P^ |  | + | - |
| N2 | 1 | 24.5 | | 24.2 | 1.01 | | 0.7 | | 32.3 | | | 31.2 | | 1.03 | | 0.3 | | 116 | 211 |
| 2.5 | 24.8 | | 24.2 | 1.03 | | 0.6 | | 32.8 | | | 31.2 | | 1.05 | | 0.1 | | 105 | 211 |
| 5 | 24.8 | | 24.2 | 1.03 | | 0.6 | | 32.1 | | | 31.2 | | 1.03 | | 0.5 | | 112 | 211 |
| 7.5 | 24.2 | | 24.2 | 1.00 | | 0.6 | | 31.3 | | | 31.2 | | 1.00 | | 0.9 | | 107 | 211 |
| 10 | 22.3 | | 20.5 | 1.09 | | 0.2 | | 28.6 | | | 28.0 | | 1.02 | | 0.2 | | 104 | 69 |
| 22.0 | | 20.7 | 1.07 | | 0.03 | | 28.6 | | | 27.8 | | 1.03 | | 0.1 | | 98 | 97 |
| 25 | 26.5 | | 23.2 | 1.15 | | <0.01 | | 31.1 | | | 29.7 | | 1.05 | | 0.03 | | 137 | 128 |
| 22.5 | | 20.5 | 1.10 | | 0.08 | | 28.6 | | | 28.0 | | 1.02 | | 0.1 | | 128 | 69 |
| 22.9 | | 20.7 | 1.11 | | <0.01 | | 29.5 | | | 27.8 | | 1.06 | | <0.01 | | 76 | 97 |
| 26.9 | | 24.2 | 1.11 | | <0.01 | | 35.3 | | | 31.2 | | 1.13 | | <0.01 | | 118 | 211 |
| 50 | 26.0 | | 23.2 | 1.12 | | <0.01 | | 31.3 | | | 29.7 | | 1.05 | | 0.03 | | 122 | 128 |
| 19.9 | | 20.5 | 0.97 | | 0.02 | | 26.4 | | | 28.0 | | 0.94 | | 0.1 | | 128 | 69 |
| 23.1 | | 20.7 | 1.12 | | <0.01 | | 31.0 | | | 27.8 | | 1.12 | | <0.01 | | 104 | 97 |
| 100 | 17.2 | | 20.5 | 0.84 | | <0.01 | | 23.9 | | | 28.0 | | 0.85 | | <0.01 | | 118 | 69 |
| 20.8 | | 20.7 | 1.01 | | 0.5 | | 28.4 | | | 27.8 | | 1.02 | | 0.3 | | 101 | 97 |
| 19.9 | | 22.3 | 0.89 | | <0.01 | | 23.2 | | | 26.5 | | 0.87 | | <0.01 | | 101 | 113 |
| 150 | 15.8 | | 20.5 | 0.77 | | <0.01 | |  | |  | |  | |  | | | 127 | 69 |
| 200 | 3.3 | | 20.5 | 0.16 | | <0.01 | |  | |  | |  | |  | | | 118 | 69 |
| 250 | 2.1 | | 23.2 | 0.09 | | <0.01 | |  | |  | |  | |  | | | 144 | 128 |
| 2.8 | | 20.5 | 0.14 | | <0.01 | |  | |  | |  | |  | | | 111 | 69 |
| 300 | 2.8 | | 20.5 | 0.14 | | <0.01 | |  | |  | |  | |  | | | 93 | 69 |
| 400 | 2.0 | | 20.5 | 0.10 | | <0.01 | |  | |  | |  | |  | | | 81 | 69 |
| 500 | 3.9 | | 21.5 | 0.18 | | <0.01 | |  | |  | |  | |  | | | 52 | 96 |
| 2.0 | | 23.2 | 0.09 | | <0.01 | |  | |  | |  | |  | | | 157 | 128 |
| skn-1 (zu135) | 25 | 19.5 | | 18.3 | 1.07 | | 0.1 | | 25.4 | | | 25.0 | | 1.02 | | 0.5 | | 65 | 65 |
| 19.7 | | 19.6 | 1.01 | | 0.4 | | 28.3 | | | 29.4 | | 0.96 | | 0.3 | | 107 | 99 |
| 17.0 | | 18.8 | 0.90 | | <0.01 | | 22.5 | | | 25.2 | | 0.89 | | <0.01 | | 112 | 119 |
| 14.6 | | 17.3 | 0.84 | | <0.01 | | 26.0 | | | 30.0 | | 0.87 | | 0.02 | | 108 | 123 |
| daf-16 (mgDf50); daf-2  (e1370) | 25 | 14.7 | | 14.0 | 1.05 | | 0.4 | | 17.6 | | | 18.4 | | 0.95 | | 0.1 | | 97 | 68 |
| 15.5 | | 14.2 | 1.09 | | <0.01 | | 19.4 | | | 18.0 | | 1.08 | | <0.01 | | 112 | 80 |
| 15.8 | | 14.3 | 1.10 | | <0.01 | | 19.0 | | | 17.5 | | 1.09 | | <0.01 | | 111 | 75 |
| 15.1 | | 14.8 | 1.02 | | 0.97 | | 18.6 | | | 18.8 | | 0.99 | | 0.7 | | 104 | 104 |
| daf-16 (mgDf50) | 10 | 15.3 | | 14.5 | 1.06 | | <0.01 | |  | |  | |  | |  | | | 49 | 73 |
| 25 | 14.6 | | 14.5 | 1.01 | | 0.5 | |  | |  | |  | |  | | | 47 | 73 |
| 50 | 13.6 | | 14.5 | 0.94 | | <0.01 | |  | |  | |  | |  | | | 48 | 73 |
| 100 | 11.2 | | 14.5 | 0.77 | | <0.01 | |  | |  | |  | |  | | | 72 | 73 |

Naphthazarin

| Strain | Dose (µM) |  | Mean lifespan | | | |  | | | | Maximum lifespan* | | | | | | | | | n | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| + | - | | Ratio | | P^ |  | | | + | - | | Ratio | P^ | |  | | | + | - |
| N2 | 50 | 22.8 | | 22.3 | 1.02 | | | 0.2 | | 26.4 | | | | 26.5 | 1.00 | | 0.8 | | 67 | | | 113 |
| 100 | 23.5 | | 21.2 | 1.11 | | | <0.01 | | 32.8 | | | | 29.2 | 1.12 | | <0.01 | | 93 | | | 186 |
| 24.5 | | 22.3 | 1.10 | | | <0.01 | | 29.6 | | | | 26.5 | 1.12 | | <0.01 | | 98 | | | 113 |
| 25.4 | | 23.5 | 1.08 | | | <0.01 | | 31.2 | | | | 29.2 | 1.07 | | <0.01 | | 94 | | | 128 |
| 200 | 25.3 | | 21.2 | 1.19 | | | <0.01 | | 33.8 | | | | 29.2 | 1.16 | | <0.01 | | 96 | | | 186 |
| 24.2 | | 22.3 | 1.08 | | | <0.01 | | 30.3 | | | | 26.5 | 1.14 | | <0.01 | | 102 | | | 113 |
| 25.9 | | 23.5 | 1.10 | | | <0.01 | | 31.4 | | | | 29.2 | 1.08 | | <0.01 | | 97 | | | 128 |
| 500 | 23.1 | | 21.2 | 1.09 | | | 0.05 | | 30.4 | | | | 29.2 | 1.04 | | 0.1 | | 94 | | | 186 |
| 27.3 | | 22.3 | 1.22 | | | <0.01 | | 33.1 | | | | 26.5 | 1.25 | | <0.01 | | 111 | | | 113 |
| 26.8 | | 23.5 | 1.14 | | | <0.01 | | 31.6 | | | | 29.2 | 1.08 | | <0.01 | | 66 | | | 128 |
| skn-1 (zu135) | 200 | 10.9 | | 18.3 | 0.59 | | | <0.01 | | 14.3 | | | | 25.0 | 0.57 | | <0.01 | | 64 | | | 65 |
| 13.3 | | 19.6 | 0.68 | | | <0.01 | | 16.0 | | | | 29.4 | 0.54 | | <0.01 | | 103 | | | 99 |
| 8.5 | | 18.8 | 0.45 | | | <0.01 | | 11.3 | | | | 25.2 | 0.45 | | <0.01 | | 106 | | | 119 |
| 8.4 | | 17.3 | 0.49 | | | <0.01 | | 11.6 | | | | 30.0 | 0.39 | | <0.01 | | 110 | | | 123 |
| daf-16 (mgDf50); daf-2  (e1370) | 200 | 15.7 | | 14.0 | 1.12 | | | <0.01 | | 18.6 | | | | 18.4 | 1.01 | | 0.7 | | 107 | | | 68 |
| 15.9 | | 14.2 | 1.12 | | | <0.01 | | 19.0 | | | | 18.0 | 1.06 | | <0.01 | | 116 | | | 80 |
| 16.1 | | 14.3 | 1.12 | | | <0.01 | | 19.0 | | | | 17.5 | 1.09 | | <0.01 | | 105 | | | 75 |
| 15.9 | | 14.8 | 1.07 | | | 0.01 | | 19.5 | | | | 18.8 | 1.04 | | 0.3 | | 103 | | | 104 |

Oxoline

| Strain | Dose (µM) |  | Mean lifespan | | | |  | | | | Maximum lifespan* | | | | | | | | | n | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| + | - | | Ratio | | P^ |  | | | + | - | | Ratio | P^ | |  | | | + | - |
| N2 | 50 | 24.7 | | 24.2 | 1.02 | | | 0.9 | | 31.5 | | | | 31.2 | 1.01 | | 0.9 | | 103 | | | 211 |
| 100 | 21.6 | | 21.1 | 1.02 | | | 0.6 | | 28.0 | | | | 30.4 | 0.92 | | 0.05 | | 61 | | | 59 |
| 20.8 | | 19.1 | 1.09 | | | 0.02 | | 30.6 | | | | 26.6 | 1.15 | | <0.01 | | 93 | | | 108 |
| 24.7 | | 24.2 | 1.02 | | | 0.6 | | 32.7 | | | | 31.2 | 1.05 | | 0.1 | | 108 | | | 211 |
| 500 | 24.7 | | 21.5 | 1.15 | | | <0.01 | | 32.8 | | | | 29.7 | 1.10 | | <0.01 | | 95 | | | 96 |
| 21.9 | | 19.1 | 1.15 | | | <0.01 | | 29.8 | | | | 26.6 | 1.12 | | <0.01 | | 98 | | | 108 |
| 27.0 | | 26.1 | 1.03 | | | <0.01 | | 33.4 | | | | 29.7 | 1.12 | | <0.01 | | 102 | | | 108 |
| 1000 | 27.3 | | 24.2 | 1.13 | | | <0.01 | | 36.8 | | | | 31.2 | 1.18 | | <0.01 | | 101 | | | 211 |
| 28.6 | | 26.1 | 1.10 | | | <0.01 | | 37.0 | | | | 29.7 | 1.24 | | <0.01 | | 94 | | | 108 |
| 21.9 | | 19.5 | 1.12 | | | <0.01 | | 28.9 | | | | 23.3 | 1.24 | | <0.01 | | 71 | | | 61 |
| skn-1 (zu135) | 500 | 19.7 | | 18.3 | 1.08 | | | 0.03 | | 26.6 | | | | 25.0 | 1.06 | | 0.2 | | 46 | | | 65 |
| 20.3 | | 19.6 | 1.04 | | | 0.2 | | 30.1 | | | | 29.4 | 1.02 | | 0.5 | | 101 | | | 99 |
| 20.8 | | 18.8 | 1.11 | | | <0.01 | | 30.2 | | | | 25.2 | 1.20 | | <0.01 | | 109 | | | 119 |
| 21.4 | | 17.3 | 1.23 | | | <0.01 | | 32.5 | | | | 30.0 | 1.08 | | <0.01 | | 117 | | | 123 |
| daf-16 (mgDf50); daf-2  (e1370) | 500 | 15.3 | | 14.0 | 1.09 | | | 0.01 | | 18.8 | | | | 18.4 | 1.02 | | 0.6 | | 74 | | | 68 |
| 15.9 | | 14.2 | 1.12 | | | <0.01 | | 19.2 | | | | 18.0 | 1.07 | | <0.01 | | 121 | | | 80 |
| 15.7 | | 14.3 | 1.10 | | | <0.01 | | 19.2 | | | | 17.5 | 1.10 | | <0.01 | | 103 | | | 75 |
| 16.6 | | 14.8 | 1.12 | | | <0.01 | | 21.0 | | | | 18.8 | 1.12 | | <0.01 | | 79 | | | 104 |

Menadione

| Strain | Dose (µM) | Mean lifespan | | | |  | n | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| + | - | Ratio | P^ |  | + | - |
| N2 | 25 | 21.8 | 21.9 | 0.99 | 0.1 |  | 125 | 133 |
| 50 | 24.2 | 23.2 | 1.05 | 0.3 |  | 137 | 128 |
| 19.8 | 21.9 | 0.90 | <0.01 |  | 115 | 133 |
| 100 | 19.3 | 25.1 | 0.77 | <0.01 |  | 59 | 61 |
| 20.6 | 23.2 | 0.89 | <0.01 |  | 115 | 128 |
| 17.8 | 21.9 | 0.81 | <0.01 |  | 119 | 133 |
| 150 | 18.4 | 21.9 | 0.84 | <0.01 |  | 114 | 133 |
| 200 | 16.4 | 21.9 | 0.75 | <0.01 |  | 108 | 133 |
| 250 | 15.0 | 21.9 | 0.69 | <0.01 |  | 108 | 133 |
| 300 | 15.0 | 21.9 | 0.68 | <0.01 |  | 109 | 133 |
| 400 | 12.9 | 21.9 | 0.59 | <0.01 |  | 76 | 133 |
| 500 | 13.1 | 21.5 | 0.61 | <0.01 |  | 82 | 96 |
| 14.0 | 21.9 | 0.64 | <0.01 |  | 76 | 133 |

5-Hydroxy-1-tetralone

| Strain | Dose (µM) | Mean lifespan | | | |  | n | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| + | - | Ratio | P^ |  | + | - |
| N2 | 100 | 20.4 | 21.1 | 0.96 | <0.01 |  | 74 | 59 |
| 500 | 21.9 | 21.5 | 1.02 | 0.4 |  | 92 | 96 |

7-Hydroxy-1-tetralone

| Strain | Dose (µM) | Mean lifespan | | | |  | n | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| + | - | Ratio | P^ |  | + | - |
| N2 | 100 | 18.5 | 21.1 | 0.87 | <0.01 |  | 77 | 59 |
| 500 | 20.0 | 21.5 | 0.93 | <0.01 |  | 108 | 96 |

5,8-Dimethyoxy-1-tetralone

| Strain | Dose (µM) | Mean lifespan | | | |  | n | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| + | - | Ratio | P^ |  | + | - |
| N2 | 60 | 25.2 | 24.6 | 1.02 | 0.6 |  | 55 | 79 |
| 100 | 20.6 | 20.8 | 0.99 | 0.6 |  | 40 | 71 |
| 22.3 | 21.1 | 1.06 | 0.8 |  | 73 | 59 |
| 200 | 24.1 | 25.7 | 0.94 | 0.1 |  | 47 | 36 |
| 21.9 | 21.2 | 1.03 | 0.9 |  | 91 | 186 |
| 500 | 22.4 | 21.2 | 1.06 | 0.2 |  | 93 | 186 |

# Supplementary material for: Extension of Lifespan in C. elegans by Naphthoquinones That Act through Stress Hormesis Mechanisms
**Source:** PLoS One. 2011 Jul 13;6(7):e21922. doi: 10.1371/journal.pone.0021922
**Supplement:** Table S2 — † Animals were grown from embryos on feeding RNAi vector control bacterial strain L4440 or RNAi bacteria expressing skn-1 dsRNA. Day 0 adults were transferred to treatment plates with 200 µM FUdR to prevent progeny production; (+) treatment; (−) DMSO vehicle control. * Mean lifespan of the 90th percentile. ∧ Log-Rank Probability.

Table S2. Lifespan data for N2 hermaphrodites under indicated RNAi conditions.

Plumbagin

| Dose (µM) | RNAi | Mean lifespan (days) | | | |  | Maximum lifespan* (days) | | | |  | n | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| + | - | Ratio | P^ |  | + | - | Ratio | P^ |  | + | - |
| 10 | L4440 | 19.8 | 17.7 | 1.12 | <0.01 |  | 26.1 | 23.0 | 1.14 | <0.01 |  | 146 | 189 |
| skn-1 | 16.0 | 16.5 | 0.97 | 0.07 |  | 17.9 | 18.6 | 0.96 | 0.1 |  | 134 | 224 |
| 25 | L4440 | 21.1 | 17.7 | 1.19 | <0.01 |  | 27.4 | 23.0 | 1.19 | <0.01 |  | 109 | 189 |
| skn-1 | 16.3 | 16.5 | 0.99 | 0.1 |  | 18.3 | 18.6 | 0.98 | 0.4 |  | 117 | 224 |
| L4440 | 21.8 | 19.8 | 1.10 | <0.01 |  | 28.5 | 24.9 | 1.14 | <0.01 |  | 127 | 80 |
| skn-1 | 18.1 | 17.8 | 1.02 | 0.3 |  | 22.2 | 22.2 | 1.00 | 1.0 |  | 122 | 125 |
| L4440 | 19.8 | 17.5 | 1.13 | <0.01 |  | 27.4 | 24.6 | 1.12 | 0.02 |  | 67 | 86 |
| skn-1 | 14.9 | 13.8 | 1.08 | <0.01 |  | 19.2 | 17.6 | 1.09 | 0.1 |  | 110 | 82 |
| 50 | L4440 | 20.9 | 17.8 | 1.18 | <0.01 |  | 27.9 | 23.0 | 1.21 | <0.01 |  | 96 | 189 |
| skn-1 | 11.8 | 16.5 | 0.72 | <0.01 |  | 18.0 | 18.6 | 0.97 | 0.4 |  | 84 | 224 |
| 100 | L4440 | 16.1 | 17.7 | 0.91 | 0.3 |  | 23.0 | 23.0 | 1.00 | 0.9 |  | 118 | 189 |
| skn-1 | 6.6 | 16.5 | 0.40 | <0.01 |  | 11.9 | 18.6 | 0.64 | <0.01 |  | 108 | 224 |
| L4440 | 19.7 | 21.0 | 0.94 | 0.1 |  | 27.8 | 29.6 | 0.94 | 0.03 |  | 101 | 109 |
| skn-1 | 11.8 | 17.2 | 0.68 | <0.01 |  | 17.6 | 22.6 | 0.78 | <0.01 |  | 111 | 104 |
| 200 | L4440 | 7.3 | 17.7 | 0.41 | <0.01 |  | 16.9 | 23.0 | 0.74 | <0.01 |  | 116 | 189 |
| skn-1 | 3.4 | 16.5 | 0.21 | <0.01 |  | 5.0 | 18.6 | 0.27 | <0.01 |  | 120 | 224 |
| 300 | L4440 | 3.9 | 17.7 | 0.22 | <0.01 |  | 5.2 | 23.0 | 0.23 | <0.01 |  | 112 | 189 |
| skn-1 | 3.0 | 16.5 | 0.18 | <0.01 |  | 3.0 | 18.6 | 0.16 | <0.01 |  | 115 | 224 |

Naphthazarin

| Dose (µM) | RNAi | Mean lifespan (days) | | | |  | Maximum lifespan* (days) | | | |  | n | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| + | - | Ratio | P^ |  | + | - | Ratio | P^ |  | + | - |
| 200 | L4440 | 25.5 | 21.0 | 1.22 | <0.01 |  | 33.2 | 29.5 | 1.12 | <0.01 |  | 98 | 109 |
| skn-1 | 16.3 | 17.2 | 0.94 | <0.01 |  | 19.8 | 22.6 | 0.88 | <0.01 |  | 108 | 104 |
| L4440 | 23.0 | 19.8 | 1.16 | <0.01 |  | 27.1 | 24.9 | 1.09 | 0.0159 |  | 88 | 80 |
| skn-1 | 11.8 | 17.8 | 0.66 | <0.01 |  | 16.0 | 22.2 | 0.72 | <0.01 |  | 127 | 125 |
| L4440 | 23.9 | 17.5 | 1.37 | <0.01 |  | 30.9 | 24.6 | 1.26 | <0.01 |  | 80 | 86 |
| skn-1 | 15.0 | 13.8 | 1.08 | <0.01 |  | 18.8 | 17.6 | 1.07 | 0.3998 |  | 113 | 82 |
| 500 | L4440 | 21.6 | 19.8 | 1.09 | <0.01 |  | 24.9 | 24.9 | 1.00 | 0.8024 |  | 133 | 80 |
| skn-1 | 4.1 | 17.8 | 0.23 | <0.01 |  | 4.8 | 22.2 | 0.22 | <0.01 |  | 95 | 125 |

Oxoline

| Dose (µM) | RNAi | Mean lifespan (days) | | | |  | Maximum lifespan* (days) | | | |  | n | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| + | - | Ratio | P^ |  | + | - | Ratio | P^ |  | + | - |
| 500 | L4440 | 25.9 | 17.7 | 1.46 | <0.01 |  | 33.5 | 23.0 | 1.46 | <0.01 |  | 117 | 189 |
| skn-1 | 17.7 | 16.5 | 1.07 | <0.01 |  | 20.9 | 18.6 | 1.12 | <0.01 |  | 105 | 224 |
| L4440 | 24.9 | 19.8 | 1.25 | <0.01 |  | 30.3 | 24.9 | 1.22 | <0.01 |  | 109 | 80 |
| skn-1 | 23.7 | 17.8 | 1.33 | <0.01 |  | 29.0 | 22.2 | 1.31 | <0.01 |  | 40 | 125 |
| L4440 | 25.3 | 20.3 | 1.24 | <0.01 |  | 32.5 | 20.3 | 1.60 | <0.01 |  | 106 | 117 |
| skn-1 | 18.0 | 15.2 | 1.18 | <0.01 |  | 20.2 | 18.2 | 1.11 | <0.01 |  | 124 | 131 |
| 1000 | L4440 | 25.3 | 17.7 | 1.43 | <0.01 |  | 32.3 | 23.0 | 1.41 | <0.01 |  | 115 | 189 |
| skn-1 | 25.6 | 16.5 | 1.56 | <0.01 |  | 31.9 | 18.6 | 1.71 | <0.01 |  | 113 | 224 |

# Supplementary material for: Extension of Lifespan in C. elegans by Naphthoquinones That Act through Stress Hormesis Mechanisms
**Source:** PLoS One. 2011 Jul 13;6(7):e21922. doi: 10.1371/journal.pone.0021922
**Supplement:** Table S3 — CL2166 animals were grown to adulthood and treated for two days as indicated. (+) Treatment; (-) DMSO vehicle control. * AMPI represents the average whole worm background-subtracted mean pixel intensity for the treatment group. † Ratio given is the AMPI for the treatment group relative to the DMSO control. ∧ T-test.

Table S3. Levels of pgst-4:GFP in CL2166 hermaphrodites measured after two days on indicated treatments.

Plumbagin

| Dose (µM) | AMPI + Std dev * | | Ratio† | P ^ | n | |
| --- | --- | --- | --- | --- | --- | --- |
| + | - | + | - |
| 1 | 12.8±2.9 | 13.6±3.1 | 0.94 | 0.3 | 29 | 28 |
| 5 | 13.1±2.9 | 13.6±3.1 | 0.97 | 0.6 | 27 | 28 |
| 10 | 14.9±3.0 | 13.6±3.1 | 1.10 | 0.09 | 31 | 28 |
| 13.5±2.7 | 13.2±3.4 | 1.02 | 0.7 | 32 | 35 |
| 15 | 16.7±3.4 | 13.6±3.1 | 1.23 | 0.001 | 25 | 28 |
| 20 | 17.6±3.4 | 13.6±3.1 | 1.29 | <0.01 | 31 | 28 |
| 25 | 15.2±3.0 | 9.2±1.9 | 1.66 | <0.01 | 33 | 28 |
| 19.4±4.8 | 13.6±3.1 | 1.43 | <0.01 | 26 | 28 |
| 21.5±6.9 | 13.2±3.4 | 1.63 | <0.01 | 34 | 35 |
| 35 | 24.2±6.0 | 13.6±3.1 | 1.79 | <0.01 | 30 | 28 |
| 50 | 31.5±13.4 | 11.5±2.3 | 2.73 | <0.01 | 30 | 27 |
| 31.2±7.0 | 9.2±1.9 | 3.41 | <0.01 | 33 | 28 |
| 26.6±8.8 | 13.6±3.1 | 1.96 | <0.01 | 29 | 28 |
| 100 | 26.2±5.6 | 5.3±1.2 | 4.98 | <0.01 | 24 | 25 |
| 25.8±6.9 | 5.5±1.0 | 4.69 | <0.01 | 21 | 29 |
| 36.8±7.0 | 13.1±1.9 | 2.82 | <0.01 | 27 | 36 |
| 21.7±5.9 | 5.2±0.8 | 4.17 | <0.01 | 22 | 25 |
| 38.3±8.0 | 11.5±2.3 | 3.32 | <0.01 | 26 | 27 |
| 150 | 37.9±11.4 | 9.2±1.9 | 4.14 | <0.01 | 23 | 28 |
| 39.5±18.9 | 13.2±3.4 | 2.99 | <0.01 | 29 | 35 |
| 32.2±13.1 | 6.8±1.0 | 4.77 | <0.01 | 17 | 32 |

Naphthazarin

| Dose (µM) | AMPI + Std dev * | | Ratio† | P ^ | n | |
| --- | --- | --- | --- | --- | --- | --- |
| + | - |  |  | + | - |
| 50 | 12.9±2.2 | 12.8±2.5 | 1.01 | 0.8 | 33 | 40 |
| 100 | 12.8±2.0 | 8.2±1.6 | 1.57 | <0.01 | 30 | 30 |
| 11.2±1.7 | 8.7±1.1 | 1.28 | <0.01 | 35 | 36 |
| 200 | 13.3±1.6 | 8.2±1.6 | 1.63 | <0.01 | 30 | 30 |
| 500 | 16.0±2.7 | 8.2±1.6 | 1.96 | <0.01 | 30 | 30 |
| 11.3±1.7 | 8.7±1.1 | 1.29 | <0.01 | 35 | 36 |

Oxoline

| Dose (µM) | AMPI + Std dev * | | Ratio† | P ^ | n | |
| --- | --- | --- | --- | --- | --- | --- |
| + | - |  |  | + | - |
| 100 | 6.0±1.1 | 5.3±1.2 | 1.13 | 0.04 | 22 | 25 |
| 5.8±0.8 | 5.2±0.8 | 1.12 | <0.01 | 24 | 25 |
| 11.5±2.4 | 9.2±1.9 | 1.25 | <0.01 | 16 | 28 |
| 500 | 9.9±2.0 | 5.5±1.0 | 1.80 | <0.01 | 22 | 29 |
| 16.1±3.0 | 13.1±1.9 | 1.23 | <0.01 | 36 | 36 |
| 14.4±3.0 | 9.2±1.9 | 1.58 | <0.01 | 33 | 28 |
| 1000 | 9.2±2.9 | 5.5±1.0 | 1.67 | <0.01 | 20 | 29 |
| 16.6±3.5 | 6.8±1.0 | 2.45 | <0.01 | 41 | 32 |
| 15.5±4.0 | 7.4±1.6 | 2.09 | <0.01 | 39 | 45 |

Menadione

| Dose (µM) | AMPI + Std dev * | | Ratio† | P ^ | n | |
| --- | --- | --- | --- | --- | --- | --- |
| + | - |  |  | + | - |
| 50 | 15.2±2.3 | 13.7±2.1 | 1.11 | 0.03 | 18 | 32 |
| 100 | 8.9±1.5 | 5.2±0.8 | 1.70 | <0.01 | 20 | 25 |
| 21.3±4.8 | 13.2±3.4 | 1.61 | <0.01 | 40 | 35 |
| 15.0±3.1 | 7.4±1.6 | 2.02 | <0.01 | 40 | 45 |
| 250 | 24.5±5.0 | 13.2±3.4 | 1.86 | <0.01 | 40 | 35 |
| 11.7±1.9 | 5.3±0.6 | 2.20 | <0.01 | 24 | 21 |
| 18.3±4.1 | 6.8±1.0 | 2.72 | <0.01 | 37 | 32 |

5-Hydroxy-1-tetralone

| Dose (µM) | AMPI + Std dev * | | Ratio† | P ^ | n | |
| --- | --- | --- | --- | --- | --- | --- |
| + | - |  |  | + | - |
| 100 | 6.0±1.4 | 5.3±1.2 | 1.14 | 0.1 | 12 | 25 |
| 7.1±1.1 | 7.0±1.1 | 1.01 | 0.9 | 32 | 35 |
| 500 | 14.0±2.1 | 13.1±1.9 | 1.07 | 0.1 | 14 | 36 |
| 8.3±2.0 | 7.0±1.1 | 1.19 | <0.01 | 30 | 35 |

7-Hydroxy-1-tetralone

| Dose (µM) | AMPI + Std dev * | | Ratio† | P ^ | n | |
| --- | --- | --- | --- | --- | --- | --- |
| + | - |  |  | + | - |
| 100 | 6.3±1.5 | 5.3±1.2 | 1.19 | 0.02 | 21 | 25 |
| 7.2±0.8 | 7.0±1.1 | 1.02 | 0.5 | 32 | 35 |
| 500 | 14.3±2.1 | 13.1±1.9 | 1.10 | 0.02 | 23 | 36 |
| 8.2±1.8 | 7.0±1.1 | 1.17 | <0.01 | 32 | 35 |

5,8-Dimethoxy-1-tetralone

| Dose (µM) | AMPI + Std dev * | | Ratio† | P ^ | n | |
| --- | --- | --- | --- | --- | --- | --- |
| + | - |  |  | + | - |
| 100 | 5.7±0.7 | 5.2±0.8 | 1.09 | 0.03 | 23 | 25 |
| 7.2±2.7 | 7.0±1.1 | 1.03 | 0.7 | 28 | 35 |
| 500 | 13.2±2.3 | 13.1±1.9 | 1.01 | 0.8 | 28 | 36 |
| 11.2±2.2 | 9.2±1.9 | 1.22 | <0.01 | 16 | 28 |
| 7.5±1.2 | 7.0±1.1 | 1.07 | 0.1 | 32 | 35 |

# Supplementary material for: Extension of Lifespan in C. elegans by Naphthoquinones That Act through Stress Hormesis Mechanisms
**Source:** PLoS One. 2011 Jul 13;6(7):e21922. doi: 10.1371/journal.pone.0021922
**Supplement:** Table S4 — # P, plumbagin; O, Oxoline; N, naphthazarin. ∧ (+) Bacteria killed at 65°C for 1 hour; (−) Live bacteria spread onto plates; both (+) and (−) plates contained FUDR to prevent progeny production and control bacterial growth.

Table S4. Effects of plumbagin, oxoline and naphthalene on lifespan of N2 hermaphrodites fed heat-killed bacteria.

| Experiment | Treatment# | Heat-killed bacteria^ | Mean lifespan (days) | | % control lifespan | P  (Log-Rank) | n (censored) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Treated | Control |
| #1 | DMSO | - | 20.65 |  |  |  | 97 (2) |
| + | 27.77 | 20.65 | 134% | <0.001 | 84 |
| P 10 µM | - | 22.01 | 20.65 | 107% | 0.03 | 98 |
| + | 26.57 | 27.77 | 96% | 0.05 | 101 |
| P 25 µM | - | 22.89 | 20.65 | 111% | <0.001 | 76 (1) |
| + | 24.02 | 27.77 | 86% | <0.001 | 92 (5) |
| P 50 µM | - | 23.14 | 20.65 | 112% | <0.001 | 104 |
| + | 18.68 | 27.77 | 67% | <0.001 | 104 |
| P 100 µM | - | 20.84 | 20.65 | 101% | 0.5 | 101 (1) |
| + | 10.03 | 27.77 | 36% | <0.001 | 99 (2) |
| #2 | DMSO (1) | - | 24.76 |  |  |  | 106 (1) |
| + | 26.14 | 24.76 | 106% | 0.02 | 122 |
| P 1 µM | - | 24.48 | 24.16 | 101% | 0.8 | 116 |
| + | 25.47 | 26.01 | 98% | 0.3 | 116 |
| P 2.5 µM | - | 24.79 | 24.16 | 103% | 0.6 | 105 |
| + | 24.65 | 26.01 | 95% | 0.02 | 71 (2) |
| P 5 µM | - | 24.79 | 24.16 | 103% | 0.6 | 112 |
| + | 24.55 | 26.01 | 94% | 0.008 | 110 |
| P 7.5 µM | - | 24.18 | 24.16 | 100% | 0.6 | 107 (1) |
| + | 23.95 | 26.01 | 92% | <0.001 | 114 |
| P 25 µM | - | 26.93 | 24.16 | 111% | <0.001 | 118 |
| + | 24.76 | 26.01 | 95% | 0.09 | 118 (2) |
| O 50 µM | - | 24.71 | 24.16 | 102% | 0.9 | 103 |
| + | 23.24 | 26.01 | 89% | <0.001 | 104 (1) |
| O 100 µM | - | 24.72 | 24.16 | 102% | 0.6 | 108 |
| + | 25.33 | 26.01 | 97% | 0.2 | 102 (1) |
| O 500 µM | - | 27.32 | 24.16 | 113% | <0.001 | 101 |
| + | 27.25 | 26.01 | 105% | 0.01 | 107 (1) |
| DMSO (2) | - | 23.56 |  |  |  | 105 |
| + | 25.87 | 23.56 | 110% | 0.007 | 84 (24) |
| #3 | DMSO | - | 22.29 | - | - | - | 113 (1) |
| + | 30.86 | 22.29 | 138% | <0.001 | 83 |
| P 100 µM | - | 19.94 | 22.29 | 89% | <0.001 | 101 (1) |
| + | 21.51 | 30.86 | 70% | <0.001 | 87 (6) |
| N 50 µM | - | 22.82 | 22.29 | 102% | 0.2 | 67 |
| + | 30.35 | 30.86 | 98% | 0.5 | 86 |
| N 100 µM | - | 24.5 | 22.29 | 110% | <0.001 | 98 (6) |
| + | 21.35 | 30.86 | 69% | <0.001 | 96 |
| N 200 µM | - | 24.17 | 22.29 | 108% | <0.001 | 102 (6) |
| + | 14.47 | 30.86 | 47% | <0.001 | 88 |
| N 500 µM | - | 27.3 | 22.29 | 122% | <0.001 | 111 |
| + | 8.8 | 30.86 | 29% | <0.001 | 75 |

How the deposited data were processed for this re-analysis (not part of the article)

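Gene expression was measured in whole adult *C. elegans* kept for 2 days on 100 µM plumbagin or on 0.2% DMSO, in 4 biological replicates of about 1000 animals per sample, 8 samples in all. Both samples of a replicate shared an array of 44381 spots, of which 42964 were not controls. The DMSO sample was always labelled with Cy3 and the plumbagin sample with Cy5. RNA input to labelling was 500, 1000, 1000 and 2000 ng in replicates 1 to 4.

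The authors scanned the arrays and read them with Agilent's Feature Extraction software. The deposited scanner files hold, for each spot and channel, the mean brightness and the local background as linear intensity with no normalization, and a processed intensity that the software had background-subtracted and dye-normalized. They also hold the log10 ratio of plumbagin over DMSO made by the same software from the processed intensities. The deposited table of the whole series holds a z-score per sample for a selection of features, made by the authors from log10 brightness without background subtraction, and a z-ratio per feature, a score with no unit. The genome build of the probe coordinates is not given in the sources used here. The file of each array is deposited under both of its samples with identical values, and each array was counted once.

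From the brightness and background, the background was corrected by normexp with an offset of 50 and the log2 ratio was normalized by loess within each array, with control spots at weight 0. Spots of the same probe were averaged. A probe was kept if well above background in at least 1 channel on at least 3 of the 4 arrays, which left 13535 probes. Of the 20401 probes, 567 had no sequence name and were left out. Gene symbols were updated through RefSeq locus tags, which named 18121 of the 18874 sequence names, and the files' own names were kept for the other 753. The value of a gene is the mean of its probes that passed, and 12825 genes were tested. Of these 638 had more than 1 probe, and in 141 the probes differed in sign, but no gene past the threshold had more than 1 probe. The mean log2 ratio over the 4 arrays was tested against 0 with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

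The median signal ran from 118 to 221 with DMSO and from 130 to 349 with plumbagin, lowest in replicate 1 and highest in replicate 4, over background medians from 46 to 52.5. The share of spots well above background differed less and ran from 64.9% to 69.7% with DMSO and from 61.1% to 71.2% with plumbagin, and no spot was saturated. Before loess the log2 ratio of bright spots exceeded that of dim spots by 0.55, 0.70, 1.02 and 0.75 in replicates 1 to 4, and after loess by at most 0.01. Of the 320 spike-in spots at most 5.31% were above background in a channel, so they gave no check of the dyes. The number of arrays limits the precision. On simulated data for the 12825 genes with 4 arrays, limma recovered 12, 54, 60 and 78 percent of 50 genes each changed by a log2 ratio of 0.5, 1, 1.5 and 2, and called 2 of 12585 unchanged genes. The median sizes estimated for these 4 groups were 0.43, 0.85, 1.17 and 1.70, so the processing drew ratios towards 0. Folds and counts at 2-fold given in the text may therefore be too low. In the simulation the deviations of each gene were put in random order and sign over the arrays, gene by gene. Deviations that many genes share on an array, and dye effects on single genes, were thus left out. The real rate of false calls may be higher.

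The samples are paired by array. The deviations of both samples of an array from their group means correlated with r = 0.74, 0.62, 0.61 and 0.83 in replicates 1 to 4, and every sample correlated best with its own array. The ratio within an array holds this pairing, and the comparison without the pairing, made on single-channel values after loess and Aquantile normalization, gave 7 genes higher and 0 lower.

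Before the data were examined, 41 gene lists were written by gene class or by hand, the *skn-1* and *daf-16* targets of the paper's Tables 2 and 3 among them. Fig. 2 and the values in those tables had been read by then, so lists on their themes are not independent of the study. A list was tested against the other genes with limma's camera at a preset correlation of 0.01, adjusted over the 41 lists, with the correlation estimated as an alternative and with fry, which asks whether the genes of a list move on balance in 1 direction. With 4 arrays the test with an estimated correlation has little power, so a list that fails it is not shown to be unshifted. Lists of F-box and related gene classes were added after the table of genes was seen. The genes named in the text were set by a rule: the 10 largest rises and the 10 largest falls among genes past the threshold with the same sign on all 4 arrays, every gene the paper names, and up to 3 genes of each list with the smallest adjusted p. Genes named outside it are said to be so, except those named only as members of neighbouring pairs. Exact sign-flip permutation tests over the 4 arrays were run for *gst-4* and *sod-3*.

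The alternatives set beforehand were no background subtraction, the scanner software's processed ratio, centring of array medians, the study's z-scores, no filter, a filter requiring both channels above background on all arrays, the brightest probe of a gene, array weights, no pairing, each replicate left out, log2 RNA input as a covariate, eBayes with trend and robust, both other tests of lists, and stricter thresholds. No GO annotation was used here, so the GO scores of Fig. 2 were not recomputed. The lifespan and reporter experiments are not part of these arrays.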

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

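In this part all tests of explanations were chosen after the result was seen, except that on probes listed for several genes, and so were the F-box and related gene lists.

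In 67 groups of 4 arrays, made of list medians, array measures and the genes with the largest changes, 3 had an array apart from the rest, where chance alone sets about 1 in 20 apart. *sdz-8* had a log2 ratio of 3.16 in replicate 3 against 4.23, 4.36 and 4.32 on the other arrays. *gst-38* had 0.74 in replicate 3 against 2.46, 2.19 and 2.35. *ilys-3* had −0.72 in replicate 4 against −2.15, −2.23 and −2.16.

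UDP-glucuronosyltransferases, of which the paper lists *ugt-1* in Table 3, had 5 members higher and none lower of 60 tested at an adjusted p under 0.05 from limma (17 higher and 1 lower when adjusted over the list alone). *ugt-45* had a log2 ratio of 1.55 (standard error 0.10, n = 4 arrays, adjusted p = 0.00216 from limma), *ugt-62* of 1.21 (adjusted p = 0.00955) and *ugt-48* of 0.96 (adjusted p = 0.0191). The list's median of 0.23 had an adjusted p of 8.0e-08 from camera (adjusted p = 0.554 with an estimated correlation). Without replicate 1 the median was 0.36.

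Of 68 genes of the *fbxb* class, which the paper does not discuss and which encode F-box proteins, the substrate receptors of SCF ubiquitin ligases, 12 were higher and none lower, and 66 had a ratio above 0. The median of the *fbxb* genes was 0.47 (adjusted p = 1.4e-34 from camera over the 6 added lists, and 0.0518 with an estimated correlation), and it depended on the scaling in size. Against the median of all genes it was 0.48, and 0.28 with array medians centred, while the scanner software's ratio gave a median of 1.13 with 45 genes higher. Without replicate 4, without the pairing by array or with no filter none of the *fbxb* genes passed, and without replicates 1 and 2 in turn 3 and 4 did. Of 31 *fbxc* genes 3 were higher, and of 19 genes related to Skp1, the adaptor that binds F-box proteins, 3. None of the Skp1-related genes passed with any replicate left out, and their median of 0.28 came to 0.14 without replicate 2; of the *fbxc* genes 2 passed without replicate 3 and none without replicate 1, 2 or 4. With no filter, without the pairing and with the trend and robust options of eBayes, none of either passed. Of 28 *sdz* genes 4 were higher, 2, 1 and 1 without replicates 1, 2 and 4, 1 without the pairing, 10 with the scanner software's ratio and 11 with the z-scores. Of 81 genes with MATH or BTB domains 1 was higher and none with any replicate left out, and of 128 *fbxa* genes none was, where 99 had a ratio above 0.

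For the F-box and Skp1-related genes the tables argue against 2 explanations and leave 4 open. Of the 18 higher *fbxb*, *fbxc* and Skp1-related genes 5.56% had a probe that the files list for another gene too. This argues against probes listed for several genes. The median of all 118 genes was 0.39, against −0.04 to 0.04 for random lists matched on intensity. This argues against a bias shared by all genes of their intensity, which loess is meant to remove. The classes were picked after their values were seen, so a median outside that range is no support for an effect of plumbagin. Signal shared between the probes of similar genes in a class was not measured. Larval progeny and whole embryos with their maternal RNA stay open. The larval moulting list, with a median of −0.16, and the oocyte and eggshell list, with −0.24, were above 0 in replicate 3, at 0.02 and 0.24. The upper 95% limits of their means over the arrays were 0.14 and 0.29. The DMSO level of the oocyte list, at percentile 96.9 of all genes, would hide a small share of embryos. That of the larval moulting list, at percentile 32.8, would hide a share of larvae less. More early embryos that have switched on their own genes are a candidate explanation: the early embryo list without *sdz* genes, 10 genes, had a median of 0.24 against −0.14 to 0.16 for matched lists, with 0.16, 0.02, 0.22 and 0.23 in replicates 1 to 4, so barely in replicate 2; it was found and tested on the same data, and FUDR bears on it, since the paper states that all experiments after its first screen had FUDR present, which its lifespan assays used against progeny, while its methods for the arrays do not name it. A dye effect on these genes stays open, since the dyes were exchanged on 0 arrays, and a response of the adults' own tissues was not tested.

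In replicate 3 the germline and oocyte genes ran the other way. Over these 47 genes, replicate 3 exceeded the mean of the other replicates by a median of 0.67, against −0.20 to 0.16 for random lists matched on intensity. This argues only against a trend shared by all genes of their intensity, which loess is meant to remove. The lists were picked out for this deviation, so a median outside that range is no further support for it. Of the 47 genes, 47 were well above background in both channels on all 4 arrays, which argues against dim probes. Exchanged samples would turn every ratio of the array. The *skn-1* targets argue against them, with medians of 0.91, 1.39, 1.17 and 1.05 in replicates 1 to 4. The limit set for this median was 0.29, the largest deviation of replicate 3 in the random lists. Those lists were matched to the germline and oocyte genes, so the limit is not one for the *skn-1* targets. More germline in the animals of replicate 3 could be neither excluded nor shown. Of the 3 further lists that germ cells express 2 rose in it, the cell cycle by 0.32 and the histones by 0.32. Meiosis, at 0.08, stayed within the matched lists. The deviation was also not particular to such lists. With the germline at 0.40 and the oocyte list at 0.76, vitellogenins were at 1.00, cuticle collagens at 0.45 and body wall muscle at 0.36. Mitochondrial and ER chaperones were at 0.31, while mitochondrial ribosomal proteins were at −0.37 and small heat shock proteins at −0.30. By sample, the germline and oocyte genes stood 0.37 above their group in the plumbagin sample of replicate 3 and at −0.08 in its DMSO sample.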

How the results depend on the processing

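The settings were chosen before the data were examined, as was the test on sign patterns of the arrays; for the splits without the pairing, the restriction to those that part every array was chosen after the result was seen. The 127 genes past the threshold kept their sign under every setting in which they were tested, 119 of them under the filter on both channels and all 127 elsewhere. All had the same sign on all 4 arrays, so this was bound to hold with a replicate left out or array weights. Without the pairing, with the covariate and with the options of eBayes the ratios stayed the same. The kept sign therefore bears only on settings that change the ratios themselves, such as the scaling. Without background subtraction, and with the brightest probe of a gene, the 170 genes named by rule and the 41 lists set beforehand kept the sign of their ratio or median and their side of the threshold.

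Counts of genes moved far more. The scanner software's ratio gave 286 higher and 77 lower, median centring 2295 and 128, the study's z-scores 299 and 29, no filter 19 and 1, array weights 714 and 447, and no pairing by array 7 and 0 (240 and 99 at an unadjusted p under 0.05). A covariate for RNA input gave 35 lower, eBayes with trend and robust 0 lower (131 at an unadjusted p under 0.05), the requirement of a 2-fold change 58 and 9, and an adjusted p under 0.01, 30 and 2. With a replicate left out, from 10 to 193 were higher and from 2 to 90 lower, most without replicate 3 and fewest without replicate 4. Without a filter 18874 genes were tested in place of 12825. With median centring the median of all genes was 0.18, and bright spots kept their excess over dim spots. The cause of the other changes was not tested.

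Of the *skn-1* targets 4 passed with no filter, 1 without the pairing by array and 3 to 8 with a replicate left out. *gst-4* kept a log2 ratio of 2.48 without the pairing but its adjusted p was 0.144. Of the *daf-16* targets 4 were at least 2-fold higher with the scanner software's ratio and 1 to 3 with a replicate left out. Higher past the threshold were 17 with median centring, 10 with array weights, 9 when adjusted over the list alone, 0 with no filter, 0 without the pairing and 0 to 2 with a replicate left out. Lower were 1 with the scanner software's ratio, median centring, the z-scores, the filter on both channels and the covariate each, 4 with array weights, 4 when adjusted over the list alone, and 0 to 1 with a replicate left out. The authors' deposited table lists 7 above 0 and 1 below, but its features have an unadjusted p under 0.05, and at that level 12 were higher and 4 lower here. *sod-3* was at 0.41 with median centring, past the threshold. *sip-1* and *spp-1* turned from −0.12 and −0.06 to 0.48 and 0.38 there, past the threshold, and without passing it *ctl-1*, *ctl-2*, *cpr-1*, *cyp-34A9*, *thn-1*, *ges-1* and *bir-2* turned too, to between 0.03 and 0.40.

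Median centring also turned lists upwards: proteasome subunits to 0.39, the respiratory chain to 0.30, cytosolic ribosomal proteins to 0.49, mitochondrial ribosomal proteins to 0.31, translation factors to 0.30, the oocyte list to 0.26 and the cell cycle to 0.25; against the median of all genes they stood at 0.21, 0.12, 0.31, 0.13, 0.11, 0.08 and 0.07. There the germline, at 0.0181, lost its call and the aldehyde and alcohol dehydrogenases, at 0.40, gained it. Since median centring leaves bright spots their excess over dim ones, these changes cannot be told from a dye trend. Lists shifted down numbered 4 with median centring and 14 with the z-scores, which also took in the ribosomal proteins at −0.10. With an estimated correlation no list was shifted, 0 up and 0 down, against 11 and 9, and fry gave 2 up and 0 down, so 2 in all where camera gave 20. With 4 arrays the estimated correlation leaves camera little power. Even the *skn-1* targets, with all 14 above 0, had an adjusted p of 0.207 from camera with it. A call lost there is thus no evidence that a list was not shifted. The estimated correlation and fry do not change the medians, so the glutathione transferases (0.36), short-chain dehydrogenases (0.17), germline (−0.26), oocyte (−0.24) and cell cycle (−0.13) kept them and lost the call under both. The fry test for change in either direction has no direction, so it gave only a count, 17 lists. The dehydrogenases of aldehydes and alcohols, at 0.12, also gained the call without the pairing and without replicate 4, and with a replicate left out the list medians ran from 0.0623 to 0.12 for them, from −0.361 to −0.139 for the germline, from −0.434 to −0.115 for the oocyte, from 0.113 to 0.264 for the short-chain dehydrogenases and from −0.235 to −0.0647 for the cell cycle. The cell cycle list lost its call with the scanner software's ratio, at −0.14, and without replicate 2 or 4, and the germline lost it without replicate 4.

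Other splits of the samples were counted as well. With the signs of the arrays turned in each of the 8 possible patterns, the real one, 1 of the 8, called 127 genes and the highest other 0; 8 patterns cannot give a share under 0.05. Without the pairing, the real split was set against those that also part both samples of every array: it was 1 of 8, called 7 genes and the highest other 0, and again 8 cannot give a share under 0.05. The other 27 splits keep both samples of some arrays together, so they carry differences between arrays, and the highest of them called 0. Low signal limits what could be seen: of the 18874 genes on the array 12825 were bright enough to test.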

Differences from the paper's values

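The settings in this part were set before the data were examined, but the rule for when a fold counts as differing was chosen after the result was seen: it was tightened to that given below once the folds had been compared. The paper gives folds with a sign, so that a gene at 1.2 times lower is written as −1.2, and those here are given in the same form. Of the 14 genes of Table 2, 13 had the sign of the paper's fold, and of the 35 tested genes of Table 3, 29. The count of 9 *skn-1* targets at least 2-fold higher equals the paper's, though the sets are not the same. For the *daf-16* targets the paper's text gives 2 as upregulated and states no cut; its Table 3 has 1 at 2-fold or more, *mtl-1*, and here 2 were, *mtl-1* and *sodh-2*. The paper's text gives 38 *daf-16* targets surveyed, and its table holds 37, all of them on the array. A fold is listed below where its sign differs from the paper's or where both, as log2 values, differ by more than the standard deviation over the 4 arrays. The paper states no error for them and rounds them to a decimal. It calls them averages over 4 biological replicates, but its methods name only z-scores and z-ratios. How the folds were computed is not stated, so a difference may lie in the measure and not in the data. For folds close to 1.0 or −1.0 a difference in sign says little.

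In Table 2, the differing folds were those of *dod-17*, 2.7 in the paper and 3.06 here, Y102A11A.3, −1.1 in the paper and 1.05 here, and *gst-13*, 1.8 in the paper and 2.00 here. In Table 3, the sign differed for *acdh-1*, −1.2 in the paper and 1.38 here; *hsp-12.6*, −1.2 in the paper and 1.07 here; *cyp-13A4*, −1.2 in the paper and 1.12 here; *sip-1*, 1.0 in the paper and −1.09 here; *dao-3*, −1.0 in the paper and 1.10 here; and *fat-7*, −1.0 in the paper and 1.23 here. The sign was the same for *hsp-16.2*, 1.0 in the paper and 1.26 here; *asah-1*, 1.0 in the paper and 1.15 here; *ctl-2*, −1.2 in the paper and −1.08 here; *sod-3*, 1.0 in the paper and 1.18 here; *sodh-2*, 1.8 in the paper and 2.17 here; *stdh-2*, 1.2 in the paper and 1.49 here; and *ins-18*, −1.5 in the paper and −1.10 here.

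The alternatives set before the data were examined, 15 for most genes and 14 for *stdh-2* and *ins-18*, left most of these as they were. *stdh-2* and *ins-18* dropped out under the filter that requires both channels well above background on all 4 arrays. Their folds thus rest in part on signal near background. Under array weights and without replicate 3 the fold of Y102A11A.3 no longer differed from the paper's, nor did that of *asah-1* under the study's z-score normalization, under array weights and without replicate 4, that of *sodh-2* without replicate 4, and that of *ins-18* with the scanner software's processed ratio. All alternatives left the other 12 folds differing. That of *stdh-2* was 4.15 with the scanner software's ratio and from 1.44 to 1.64 under the others. The probe of *cyp-13A4* is listed in the files for T10B9.2 too. In the authors' deposited table *acdh-1* has a z-ratio of 2.52, above 0, where the paper's Table 3 has a fold below 0.

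The paper states that several genes for glutathione transferases, cytochrome P450 enzymes and small-molecule dehydrogenases were upregulated, with no count for each class. Of the 64 P450 genes here 8 were higher and 9 lower at an unadjusted p under 0.05, the level of the deposited table, 5 and 4 when adjusted over the list alone, and 1 and 2 at an adjusted p under 0.05 from limma, where 14 of 46 glutathione transferases were higher. It shows ribosome and translation among the lowered GO terms of Fig. 2. Here the cytosolic ribosomal proteins had a median log2 ratio of −0.04 (adjusted p = 0.189 from camera). With the study's z-scores it was −0.10 (adjusted p = 2.6e-05 from camera), which has the paper's direction. With array medians centred it was 0.49 (adjusted p = 1.4e-11 from camera). The translation factors were at −0.08 (adjusted p = 0.0227 from camera, and 0.554 with an estimated correlation), and at 0.30 with array medians centred. Median centring leaves the excess of bright over dim spots, 0.55 to 1.02 before loess, with plumbagin always in Cy5. The values of 0.49 and 0.30 cannot be told from a dye trend, so they are no evidence against the paper's direction. The paper also shows potassium channels among the raised terms, and here 25 two-pore potassium channels had a median of 0.02 (adjusted p = 0.856 from camera), which turned below 0 with the scanner software's ratio. The raised term of fatty acid biosynthesis has the direction found here for 13 fatty acid desaturases and elongases, with a median of 0.08 (adjusted p = 0.0397, and 0.547 with an estimated correlation), although that median was at −0.01 with the study's z-scores. The lists hold other genes than the GO terms, whose members are not used here.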

Other observations

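In this part the neighbour count and the test of whether both channels of an array vary together were chosen after the result was seen, and the gene lists and the test on spots near background were not.

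Genes that answer to metals and small heat shock genes were mostly above DMSO, 6 of 8 and 10 of 13 of them. Of 8 metallothioneins and cadmium-responsive genes, which bind or answer to metals, none passed limma's test over all genes, with 5 higher and 1 lower at an unadjusted p under 0.05 and 5 higher when adjusted over the list alone; their median was 0.56 (adjusted p = 0.00778 from camera, and 0.547 with an estimated correlation), and *cdr-4* had a log2 ratio of 0.79 (adjusted p = 0.0771). Of 13 small heat shock proteins none passed, with 6 higher and 0 lower at an unadjusted p under 0.05 and 3 higher when adjusted over the list alone, and the median was 0.29 (adjusted p = 0.00175, and 0.547 with an estimated correlation). In the hypoxia and sulphide response, *cysl-2*, a cysteine synthase-like gene that lies beside *dhs-8*, rose, with a log2 ratio of 0.82 (standard error 0.13, n = 4 arrays, adjusted p = 0.0417 from limma), as the 1 of 10 genes past the threshold, 3 when adjusted over the list alone, with a list median of −0.03 (adjusted p = 0.316, and 0.599 with an estimated correlation). The heat shock gene *hsp-70* had 0.77 (adjusted p = 0.0295) and *numr-1*, whose probe the files list for F08F8.1 too, 1.40 (adjusted p = 0.0165); both were picked out after their values were seen.

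Genes of the innate immune response split. Of 94 C-type lectins 3 were higher and 2 lower (8 and 5 when adjusted over the list alone), with *clec-2* at 1.43 (adjusted p = 0.00319) and *clec-266* at 1.17 (adjusted p = 0.00583) above and *clec-10* at −1.05 (adjusted p = 0.0235) below DMSO. Of 33 lysozymes and saposins 1 was higher and 2 lower (2 and 4 when adjusted over the list alone), with *lys-10* at −0.76 (adjusted p = 0.0323). Of 16 *dod* and *irg* genes, many of them changed by pathogens, *dod-17* was higher and *dod-22*, at −1.24 (adjusted p = 0.0258), lower (5 and 3 when adjusted over the list alone). The medians of these lists were 0.05 (adjusted p = 0.223 from camera, and 0.547 with an estimated correlation), 0.01 (adjusted p = 0.961, and 0.988 with an estimated correlation) and 0.16 (adjusted p = 0.415, and 0.774 with an estimated correlation).

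All 20 body wall muscle genes tested had a ratio below 0, by small amounts, with a median of −0.21 (adjusted p = 0.000484 from camera, and 0.599 with an estimated correlation); none passed limma's test over all genes or adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05. With array medians centred their median was 0.05, which is −0.13 against the median of all genes, and in replicate 3 it was 0.09. The 84 neuropeptide genes had a median of −0.19 (adjusted p = 0.000602, and 0.644 with an estimated correlation), which came to −0.03 without replicate 1; none passed either way, with 3 higher and 7 lower at an unadjusted p under 0.05. The 16 intestine genes had a median of 0.07 (adjusted p = 0.193, and 0.586 with an estimated correlation), with none past the threshold, 5 higher and 1 lower at an unadjusted p under 0.05, and 4 higher and 1 lower when adjusted over the list alone.

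The remaining lists were not shifted in camera: ABC transporters with a median of 0.04 (adjusted p = 0.595, and 0.644 with an estimated correlation), mitochondrial and ER chaperones with a median of −0.12 (adjusted p = 0.0663, and 0.586 with an estimated correlation), proteasome subunits with a median of −0.01 (adjusted p = 0.639, and 0.9 with an estimated correlation), acyl-CoA enzymes with a median of 0.02 (adjusted p = 0.223, and 0.644 with an estimated correlation), lysosomal and lipid lipases with a median of 0.07 (adjusted p = 0.535, and 0.644 with an estimated correlation), respiratory chain with a median of −0.07 (adjusted p = 0.0823, and 0.547 with an estimated correlation), mitochondrial ribosomal proteins with a median of 0.00 (adjusted p = 0.356, and 0.789 with an estimated correlation), vitellogenins with a median of 0.05 (adjusted p = 0.763, and 0.95 with an estimated correlation), meiosis with a median of −0.07 (adjusted p = 0.498, and 0.655 with an estimated correlation), neurons with a median of −0.10 (adjusted p = 0.0746, and 0.644 with an estimated correlation) and nuclear hormone receptors with a median of 0.03 (adjusted p = 0.189, and 0.655 with an estimated correlation). Some of these medians change sign under another scaling: with the scanner software's ratio those of mitochondrial ribosomal proteins (to −0.01); with array medians centred those of mitochondrial and ER chaperones (to 0.31), proteasome subunits (to 0.39), respiratory chain (to 0.30), meiosis (to 0.22), neurons (to 0.04); with the study's z-scores those of mitochondrial ribosomal proteins (to −0.05), vitellogenins (to −0.03), neurons (to 0.00). No member of these lists passed over all genes with limma. Adjusted over the list alone, 1 proteasome subunit and 2 acyl-CoA enzymes were higher. At an unadjusted p under 0.05, 25 members of them were higher and 23 lower.

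Genes that rose often lie side by side. Of the 110 higher genes 109 could be placed in the order of the 12248 tested genes with a place, and they formed 15 neighbouring pairs, where 10000 random draws of as many genes gave 0.97 on average and 6 at most (permutation p = 1e-04, the smallest these draws can give). The pairs include *gst-14* with *gst-12* and *gst-12* with *gst-16*, *gst-39* with *gst-31*, *clec-3* with *clec-2*, *pud-3* with *pud-4*, C32H11.3 with C32H11.4, and *cysl-2* with *dhs-8*. Neighbouring copies of a gene family can have similar sequences, and signal shared between the probes of these pairs was not tested. Probes that the files list for several genes were counted only among the higher F-box and Skp1-related genes.

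In the comparison behind the deposited table, 3.06% of the 44381 features were past a p of 0.05, fewer than the 5% that chance alone would give. A candidate explanation is that both channels of an array vary together, which an unpaired comparison counts as noise: their deviations from the group means correlated with r = 0.77, 0.67, 0.59 and 0.87 in replicates 1 to 4, and when the same z-scores were compared within arrays 14.5% were past that level. These z-scores had no loess and plumbagin was always labelled with Cy5, so a dye difference shared by the arrays can pass features too. The 14.5% is thus not a measure of the pairing alone. Spots near background cannot be the whole account. Of the 25228 spots above background in both channels on all arrays 4.12% were past a p of 0.05 unpaired, still under 5%. This share was above the 3.06% of all features, so dim spots may account for a part of the shortfall. No biological explanation was tested.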
